# Sperm-inherited H3K27me3 impacts offspring transcription and development in *C. elegans*

**DOI:** 10.1038/s41467-019-09141-w

**Published:** 2019-03-20

**Authors:** Kiyomi Raye Kaneshiro, Andreas Rechtsteiner, Susan Strome

## Abstract

Paternal epigenetic inheritance is gaining attention for its growing medical relevance. However, the form in which paternal epigenetic information is transmitted to offspring and how it influences offspring development remain poorly understood. Here we show that in *C. elegans*, sperm-inherited chromatin states transmitted to the primordial germ cells in offspring influence germline transcription and development. We show that sperm chromosomes inherited lacking the repressive histone modification H3K27me3 are maintained in that state by H3K36me3 antagonism. Inheritance of H3K27me3-lacking sperm chromosomes results in derepression in the germline of somatic genes, especially neuronal genes, predominantly from sperm-inherited alleles. This results in germ cells primed for losing their germ cell identity and adopting a neuronal fate. These data demonstrate that histone modifications are one mechanism through which epigenetic information from a father can shape offspring gene expression and development.

## Abstract (web summary)

The mechanisms of paternal epigenetic inheritance and its influence on offspring are still poorly understood. Here the authors provide evidence that in *C. elegans*, sperm-inherited chromatin states influence transcription and cell identity in the germ cells of offspring.

## Introduction

There is growing awareness that development and health are influenced by epigenetic information passed from parents to offspring^1,2^. The gametes, sperm and oocyte, are the conduits through which epigenetic information is passed from one generation to the next. Investigating epigenetic inheritance via the maternal line is complicated by the many non-epigenetic factors the oocyte provides to the embryo^1^. For this reason, the field of epigenetic inheritance largely focuses on transmission via sperm. DNA methylation and non-coding RNAs (ncRNAs) are epigenetic carriers that are transmitted by sperm to the embryo and that have been shown to influence gene expression in offspring^3,4^. Modified histones can also be passed, but their role in intergenerational and transgenerational epigenetic inheritance is less clear. In mammals, the sperm genome is primarily packaged with protamines and, while there is current debate about the degree to which the sperm genome retains histones, there is consensus that marked histones are found on developmentally important loci^5–7^. Despite this observation and mounting suggestive evidence^8–10^, establishing a causal role for sperm-inherited histone marks in regulating offspring transcription and development has been an ongoing challenge. We took advantage of features of *C. elegans* to tackle this issue.

We previously showed that *C. elegans* sperm retain nucleosomes and histone marking genome-wide^11^ and that *C. elegans* Polycomb Repressive Complex 2 (PRC2) maintains inherited states of H3K27me3 during embryogenesis^12^. In wild-type embryos H3K27me3 is enriched over genes that were silent in the parental germline^13,14^. H2K27me3 marking inherited from hermaphrodite parent worms is essential for germline development in offspring, since hermaphrodite parents lacking PRC2 generate offspring in which the primordial germ cells die during early larval development^15^. We thus hypothesize that transmission of chromatin states from parent germ cells via sperm and oocyte to the nascent germ cells in offspring protects germline-appropriate gene expression patterns in the developing and adult germline.

In this work we investigate how chromatin states inherited from parents are maintained in offspring and whether inherited states are important for offspring transcription and development. We elucidate a mechanism through which an inherited H3K27me3(−) state is propagated from parent germ cells (sperm) to offspring germ cells. We show that inheriting a sperm genome lacking the repressive mark H3K27me3 results in derepression of many genes for somatic development, especially neuronal genes, in offspring germlines. This results in germ cells that in a sensitized genetic background lose their germ cell identity and adopt a neuronal fate. Taken together, these findings establish a cause–effect relationship between sperm-inherited histone marks and offspring transcription and development in *C. elegans*.

## Results

### Maintenance of an inherited H3K27me3(−) state requires MES-4

When *C. elegans* embryos inherit some chromosomes with and some chromosomes without H3K27me3, PRC2 maintains inherited states by (1) restoring levels of H3K27me3 on H3K27me3(+) chromosomes after DNA replication and (2) failing to de novo methylate H3K27me3(−) chromosomes^12^. The ability of PRC2 to restore levels of H3K27me3 after genome duplication is likely explained by the EED subunit of PRC2 (MES-6 in worms) binding to H3K27me3 and stimulating the methyltransferase activity of the EZH2 subunit (MES-2 in worms)^16,17^. How PRC2 is prevented from de novo methylating chromosomes inherited lacking H3K27me3 is less clear. One possibility is that chromosomes lacking H3K27me3 are unable to recruit and stimulate PRC2 activity. Another possibility is that these chromosomes bear an opposing mark that antagonizes PRC2 activity. Likely candidates for antagonizing PRC2 activity are histone marks associated with gene expression, hereafter referred to as active marks, and their corresponding histone modifiers^18,19^.

To test if active marks prevent PRC2 from de novo methylating sperm-inherited H3K27me3(−) chromosomes during early embryogenesis, we monitored sperm chromosomes through rounds of cell division in embryos lacking a maternal load of MES-4 or SET-2, which generate the active marks H3K36me2/3^13,20^ and H3K4me2/3^21^, respectively. We generated embryos that inherited H3K27me3(+) oocyte chromosomes and H3K27me3(−) sperm chromosomes by mating wild-type females with PRC2 mutant males (Fig. 1a). To increase the likelihood that sperm chromosomes completely lacked H3K27me3, we used PRC2 mutant males whose parents also lacked PRC2. We call the offspring of wild-type mothers and PRC2 mutant fathers *K27me3 M*+*P−* (M+ for maternal H3K27me3(+), P- for paternal H3K27me3(−)). We assessed whether sperm-inherited chromosomes retained the H3K27me3(−) state or acquired H3K27me3, by tracking the status of H3K27me3 on sperm-inherited chromosomes during early embryogenesis. To facilitate analysis of sperm vs. oocyte chromosomes, we performed this analysis in a temperature-sensitive *plk-1* mutant background that keeps sperm-inherited and oocyte-inherited chromosomes in separate nuclei for many divisions^22^ (Fig. 1b).

**Fig. 1:**
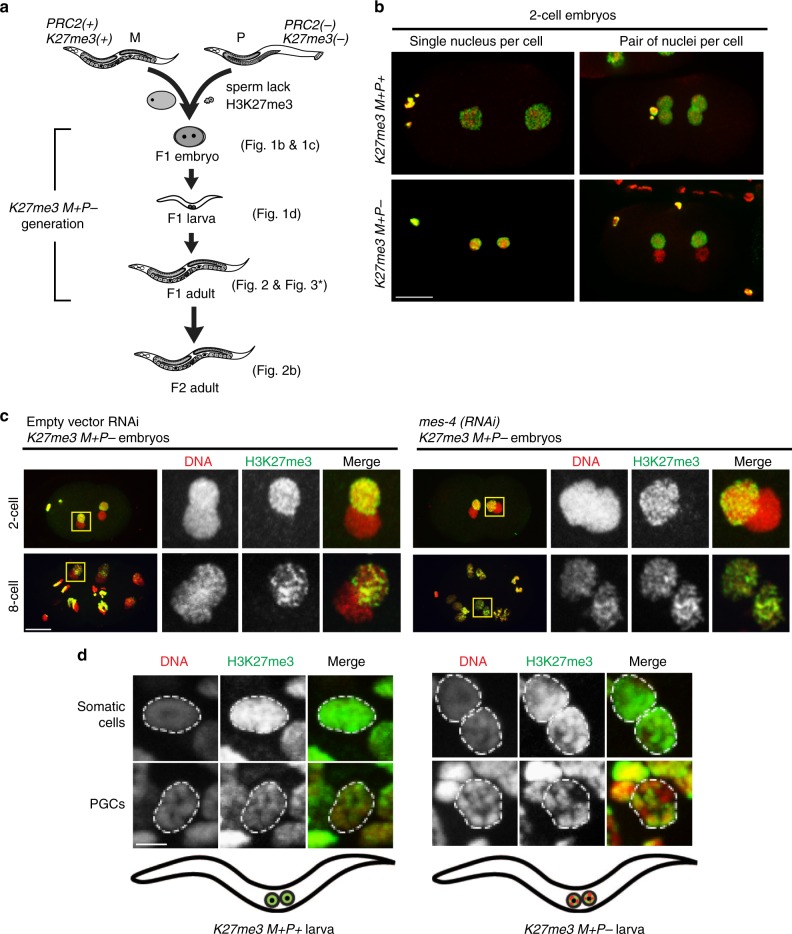
Maintenance of an inherited H3K27me3(−) chromatin state depends on antagonism of PRC2 by MES-4. **a** Diagram showing the cross between wild-type *PRC2(+) K27me3(+)* females and *mes-3/mes-3 PRC2(−) K27me3(−)* males that generates *K27me3 M+P*− F1 offspring. Maternal and paternal pronuclei are shown in the F1 1-cell embryo. The 2 primordial germ cells (PGCs) are shown in the newly hatched F1 larva. F1 hermaphrodites self-cross to produce F2 offspring. Figures that analyzed each generation/stage are indicated in parentheses. M, maternal; P, paternal; *Sensitized genetic background. Hybrid F1s were generated by mating Hawaii mothers with Bristol fathers. **b** Images of wild-type 2-cell embryos (left panels) or *plk-1* 2-cell embryos (right panels) demonstrate that the H3K27me3(−) state of sperm chromosomes in *K27me3 M+P−* embryos (bottom panels) is easily monitored when sperm- and oocyte-inherited chromosomes are kept in separate nuclei in *plk-1* mutants. DAPI-stained DNA in red. H3K27me3 immunostaining in green. Scale bar represents 10 μm. **c** 2-cell and 8-cell stage *K27me3 M+P*− embryos whose mothers were fed empty vector RNAi (control) or *mes-4(RNAi)* to knock down the maternal load of MES-4. DAPI-stained DNA in red. H3K27me3 immunostaining in green. Regions boxed in yellow in the left panels are shown at higher magnification in the right panels. Scale bar represents 10 μm. **d** Somatic cells and PGCs in a *K27me3 M+P+* L1 (left) and a *K27me3 M+P−* L1 (right). L1 schematics show the observed staining pattern in PGCs for each genotype. DAPI-stained DNA in red. H3K27me3 immunostaining in green. Scale bar represents 2 μm

In all 2-cell *K27me3 M+P− plk-1* embryos, we observed that one nucleus in each cell contained all H3K27me3(+) chromosomes (oocyte-inherited) and the other nucleus contained H3K27me3(−) chromosomes (sperm-inherited). In control and SET-2-lacking embryos, this pattern persisted in all cells during the early divisions and in the P lineage (germ lineage) throughout embryogenesis (Fig. 1c, d, Supplementary Fig. 1). In contrast, in embryos depleted of MES-4, we observed gradual acquisition of H3K27me3 on the entire set of sperm chromosomes (Fig. 1c, Supplementary Fig. 1). To assess the appearance of H3K27me3 on sperm chromosomes, we analyzed *K27me3 M+P-* embryos from mothers that were either mutant or wild type for *mes-4* (see methods). At the 1-cell stage, all *K27me3 M+P*− embryos examined contained sperm chromosomes lacking detectable H3K27me3 irrespective of maternal MES-4 (*n* = 6 with maternal MES-4 and *n* = 4 without maternal MES-4). In the presence of maternal MES-4, this state was maintained in all embryos up to the 4-cell stage (*n* = 21) and in most embryos up to the 40-cell stage (*n* = 15/19). In the absence of maternal MES-4, all 2-cell embryos examined acquired some H3K27me3 on sperm chromosomes (*n* = 6). The levels of H3K27me3 on sperm and oocyte chromosomes became indistinguishable in embryos by the 4-cell stage (*n* = 4) and at later stages (*n* = 15). This gradual acquisition of H3K27me3 matches the gradual loss of H3K36me3 in the absence of maternal MES-4^23^. Thus, MES-4 inhibits PRC2 activity, presumably through MES-4-mediated methylation of H3K36, to maintain the paternal H3K27me3(−) state. These findings show that the H3K27me3(−) state is maintained by opposing PRC2 activity with active marks and also suggest that PRC2 does not require H3K27me3 to seed its activity, as observed in mouse embryonic stem cells^24^.

### Sperm chromatin states shape transcription in offspring

Do gamete-inherited chromatin states influence gene expression in offspring? This is a burning question in the field and one that remains elusive, in part because it is difficult to determine cause versus consequence when comparing chromatin states with transcriptional status. To establish a cause–effect relationship between inherited chromatin and offspring transcription requires that (1) genetically identical individuals display different transcriptional outcomes as a result of inheriting different chromatin states, (2) transcriptional changes must be demonstrated to occur in *cis*, thus eliminating alternative epigenetic carriers that function in *trans* (e.g., cytoplasmic ncRNAs), and (3) DNA methylation, which also functions in *cis*, must be eliminated as a potential mediator of the observed transcriptional changes. We met the third criterion by using the model system *C. elegans*, which lacks canonical DNA methylation. We met the remaining criteria by comparing transcription from sperm-inherited and oocyte-inherited alleles in genetically identical (hybrid *fem-2/+*; *mes-3/+*) worms (Fig. 1a) that inherited the sperm genome with or without H3K27me3, which we call *K27me3 M+P+* and *K27me3 M+P*−.

We showed previously that *K27me3 M+P*− embryos have different chromatin states on their sperm-inherited and oocyte-inherited genomes and that those states are maintained in all cells of early embryos^12^. As embryos develop, the gamete-inherited chromatin states are rewritten in somatic cells but maintained through the five cell divisions that generate the two primordial germ cells (PGCs) present in newly hatched larvae^12^ (Fig. 1d). When newly hatched larvae begin to feed, the PGCs launch their transcriptional program and begin to proliferate. During larval development, H3K27me3 gradually begins to accumulate on sperm-inherited chromosomes^12^. Absence of H3K27me3 on sperm chromosomes at the onset of germ cell transcription could result in the activation of inappropriate genes. Once activated, a euchromatic state could be propagated at specific loci, sensitizing daughter germ cells to continued expression of inappropriate genes and potentially downstream target genes. We investigated whether global differences in inherited chromatin states in PGCs impact transcription in the developing germline. We used single-nucleotide polymorphisms (SNPs) between parental strains (from Bristol, England, and from Hawaii) to compare transcription from sperm-inherited and oocyte-inherited genomes. This allowed us to determine whether transcriptional changes occurred in *cis* (from sperm alleles specifically) or in *trans* (from both sperm and oocyte alleles).

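RNA was sequenced from germlines dissected from day 1 adult hybrid hermaphrodites. The sample labels speak of gonad arms severed at the bend, a detail that the paper's methods do not give. The worms had a Hawaii mother and a Bristol father, so the sperm allele of each gene was the Bristol allele and the oocyte allele was the Hawaii allele. There were 3 groups with 4 libraries each. *K27me3 M+P−* worms had *mes-3 M−Z−; him-8* fathers, which lack the PRC2 subunit MES-3 and transmit sperm chromosomes without H3K27me3. *K27me3 M+P+* worms had *mes-3/hT2-GFP; him-8* fathers and inherited sperm chromosomes with H3K27me3. "wild-type" hybrid worms had N2 (Bristol) fathers. The authors deposited read counts per gene without normalization. The counts of all reads came from one mate of each read pair, mapped with TopHat2 to transcriptome version WS220, restricted to uniquely mapped reads, cleared of ribosomal RNA reads and counted with HTSeq. For both mates the authors also counted the reads that overlapped annotated exonic SNPs, mapped once with 0 mismatches allowed and once with 1. Between 2437243 and 13404182 reads per library were counted on genes in *K27me3 M+P−* germlines (median 4088052.5), between 4623262 and 17890794 in *K27me3 M+P+* germlines (median 5175727.5) and between 2846845 and 11643121 in "wild-type" hybrid germlines (median 4471301). Replicate 1 was the deepest library of each group. In the shallowest library, 3 counts correspond to 1.23 counts per 1000000 gene reads (CPM), and levels at or below 3 counts in all libraries of a group were treated as a floor. The reads assigned to one parent were fewer, from 69448 to 528320 sperm-allele reads and from 58527 to 427292 oocyte-allele reads per library, both mates together. Replicates of a group differed by more than counting noise in every pair (chi-square per degree of freedom between 2.92 and 27.1), so all 12 libraries were used as separate samples. Transcript of *mes-3* itself (F54C1.3), which is heterozygous in the K27me3 groups, ranged from 109 to 124 CPM across the *K27me3 M+P−* libraries, from 106 to 137 CPM across the *K27me3 M+P+* libraries and from 118 to 137 CPM across the "wild-type" hybrid libraries. Counts were tested with edgeR's quasi-likelihood test on TMM-normalized libraries, with genes of low count removed by filterByExpr, only the libraries of the groups compared in each fit, and Benjamini-Hochberg adjustment. The threshold on the adjusted p was that of the paper, 0.1 for *K27me3 M+P−* against *K27me3 M+P+* and 0.05 for *K27me3 M+P−* against "wild-type" hybrid germlines. For the allele analysis, reads that mapped with 0 mismatches were taken as sperm-allele reads, and those that mapped only when 1 mismatch was allowed as oocyte-allele reads. They were divided by the number of gene reads of the library, put on the scale of Supplementary Data 1 with a factor of 5423178, averaged over replicates and increased by a pseudocount of 0.5. The quality filter that the paper based on pure Bristol and pure Hawaii libraries was not repeated, since those libraries were not analysed here, but the 34 upregulated and 44 downregulated genes of Supplementary Data 1 had already passed it.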

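Of 7257 genes tested in germlines, 88 had a higher and 49 a lower level in *K27me3 M+P−* than in *K27me3 M+P+* worms at an adjusted p below 0.1 by edgeR's quasi-likelihood test. The libraries of the groups were taken as unpaired. At an unadjusted p below 0.05 there were 635 genes. The median log2 fold change was 1.86 over the higher genes, also with the 5 genes whose *K27me3 M+P+* libraries were all at the floor set to their bound, and −0.86 over the lower genes, with a range from −2.50 to −0.36. The counts varied with the filter, the fit, the test and with single libraries. With the replicate number as a block, 230 genes were higher and 251 lower, and with a term for replicate 1 alone 171 and 209. With DESeq2 the counts were 166 and 113. Without the filter on low counts, 18732 genes were tested and 268 were higher and 163 lower. When each library was left out in turn, the number of higher genes ranged from 51 without *K27me3 M+P−* replicate 2 to 128 without *K27me3 M+P+* replicate 2, and the number of lower genes from 10 without *K27me3 M+P−* replicate 3 to 103 without *K27me3 M+P−* replicate 1. In the authors' deposited table of this comparison, 82 of the 88 higher genes and all 49 lower genes passed the same threshold in the same direction. The correlation of the log2 fold changes with those of the authors' deposited table was 0.859 across genes, which are not independent replicates.
The largest increases among genes with separated groups belonged to genes with almost no reads in *K27me3 M+P+* germlines. *clec-204* (Y46H3B.2, chromosome V) reached 4.37 ± 0.150 CPM (SD, n = 4) in *K27me3 M+P−* germlines and had at most 1 read in any *K27me3 M+P+* library, at least 8.80-fold higher (adjusted p = 0.000151, edgeR). By the same bound, C44H9.6 on chromosome V was at least 15.7-fold higher, R11E3.1 on chromosome IV at least 8.82-fold higher and B0513.6 on chromosome IV at least 7.59-fold higher, with adjusted p-values from edgeR of 0.00197, 0.00125 and 0.00125. *tyr-6* (chromosome IV) had 16.3 ± 3.38 CPM (SD, n = 4) against 0.596 ± 1.12 CPM (SD, n = 4), a log2 fold change of 4.95 (standard error 0.76, adjusted p = 0.00772, edgeR). Its 4 *K27me3 M+P+* libraries held 2, 13, 0 and 0 reads, most of them in replicate 2. When each library was left out, the lowest log2 fold change was 4.22, without *K27me3 M+P+* replicate 1. Without *K27me3 M+P+* replicate 2 the fitted value was 7.58, but the *K27me3 M+P+* libraries left held 2, 0 and 0 reads, all at the floor. That value therefore does not estimate the size of the increase. The 5 largest decreases, all on the X chromosome, were those of AH9.3 (log2 fold change −2.50), *jmjd-3.1* (−1.87), *lido-5* (−1.85), *attf-5* (−1.79) and *set-19* (−1.61), with adjusted p-values between 0.0213 and 0.0912 by edgeR. The call of *set-19* held whichever library was left out. The other calls were lost without single libraries, in 2 of 8 such fits for AH9.3, 6 for *jmjd-3.1*, 5 for *lido-5* and 3 for *attf-5*. All of them were lost without *K27me3 M+P−* replicate 3, with adjusted p-values by edgeR of 0.109 for AH9.3, 0.250 for *jmjd-3.1*, 0.182 for *lido-5* and 0.151 for *attf-5*. AH9.3 (0.107) and *attf-5* (0.142) also lost it without *K27me3 M+P−* replicate 2, and *jmjd-3.1* (0.206), *lido-5* (0.143) and *attf-5* (0.103) without *K27me3 M+P−* replicate 4. Without *K27me3 M+P−* replicate 1, *jmjd-3.1* had 0.176. Of the *K27me3 M+P+* libraries, replicates 3 and 4 changed the calls of *jmjd-3.1* (0.238 and 0.143) and *lido-5* (0.145 and 0.101), replicate 2 that of *jmjd-3.1* (0.171) and replicate 1 that of *lido-5* (0.129).
The genes were placed on chromosomes with the annotation of assembly WBcel235, which differs from the WS220 annotation of the counts, so it was used for names and chromosomes only. Of the 49 lower genes, 39 were X-linked (79.6%, against 8.29% of the genes tested, two-sided Fisher's exact test, p = 7.59e-34). None of the 86 higher genes with a chromosome was X-linked (0%, two-sided Fisher's exact test, p = 0.00114), and at an unadjusted p below 0.05, 1 of the 592 X-linked genes tested was higher and 201 were lower. Genes are not independent replicates, so Fisher's p-values do not measure the spread between libraries. Per library, the median log2 level of X-linked genes differed by −0.48 between *K27me3 M+P−* and *K27me3 M+P+* germlines (exact permutation test, two-sided, p = 0.0857).

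**Figure D1:**
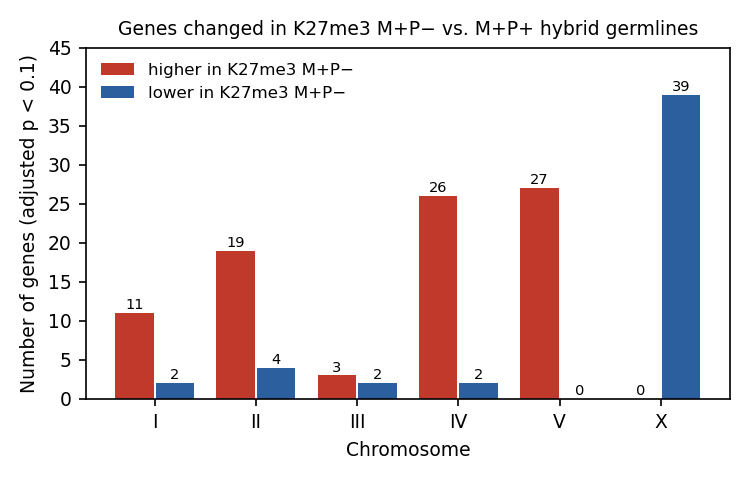
Number of genes higher (red bars) and lower (blue bars) in *K27me3 M+P−* than in *K27me3 M+P+* germlines at an adjusted p below 0.1, by chromosome of assembly WBcel235. Of the lower genes, 39 lie on the X chromosome, which holds 0 of the higher genes, whereas chromosome V holds 27 higher genes and 0 lower genes.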

Worms that inherited sperm chromosomes lacking H3K27me3 misexpressed genes in their germlines; 149 genes were upregulated and 116 genes were downregulated (FDR < 0.1) in *K27me3 M+P*− compared to *K27me3 M+P+* worms (Fig. 2a, Supplementary Figs. 2, 3). Of the genes that were upregulated in *K27me3 M+P−* germlines, 96% are enriched for H3K27me3 in wild-type sperm^11^ (Supplementary Fig. 4). While *K27me3 M+P−* worms were typically fertile, they generated a significant proportion of sterile offspring (Fig. 2b). These findings demonstrate that altering sperm-inherited chromatin states results in changes to germline transcription and function.

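Over the 7126 genes tested against both *K27me3 M+P+* and "wild-type" hybrid germlines, the log2 fold changes of *K27me3 M+P−* germlines in the comparisons had a Pearson correlation of 0.790 and a Spearman correlation of 0.691. These comparisons share the *K27me3 M+P−* libraries, which alone produces a correlation. When all 12 libraries were simulated without a change between groups, the mean Pearson correlation was 0.520 over 20 draws, with a maximum of 0.557. Genes were drawn independently in this simulation, so it leaves out deviations that many genes of a library or same-numbered libraries share. Of the genes past the threshold in both comparisons, 82 were higher and 43 lower in both, whereas no simulated draw had a gene past the threshold in both. The transcripts of *pgl-1*, *htp-3*, *mes-2*, *mes-4*, *mes-6*, *set-2*, *fem-2* and *him-8*, which serve in germline function or in the crosses, differed little between *K27me3 M+P−* and *K27me3 M+P+* germlines, with log2 fold changes between −0.11 for *fem-2* and 0.12 for *set-2* and a lowest adjusted p of 0.756 by edgeR. From the genes that changed, together with the sterile offspring of *K27me3 M+P−* worms, the paper concludes that altered chromatin states on sperm chromosomes change transcription and function of the germline.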

**Fig. 2:**
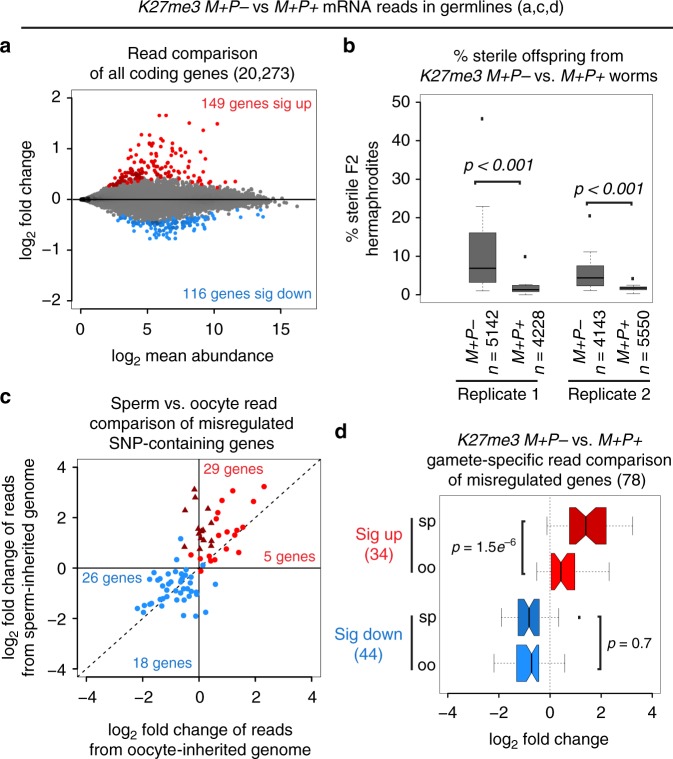
Inheritance of sperm chromosomes lacking H3K27me3 alters germline transcription and function in offspring. **a** MA plot comparing germline transcripts (RNA-seq reads) from *K27me3 M+P*− hermaphrodites to genetically identical *K27me3 M+P+* hermaphrodites. Genes that are significantly upregulated or downregulated (*p* < 0.1) are highlighted in red and blue, respectively. **b** Boxplots showing percent sterility of the F2-generation hermaphrodites from *K27me3 M+P−* and *K27me3 M+P+* F1 worms for each of 2 replicates. *n* = the number of F2 worms scored. Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend to the most extreme data point which is no more than 1.5 times the interquartile range from the box; individual data points outside of these boundaries are shown as filed boxes. *p*-values were calculated using a Wilcoxon rank sum test. **c** Scatter plot comparing sperm-specific and oocyte-specific log_2_ fold changes of SNP-containing reads from significantly upregulated genes (in red) and downregulated genes (in blue). Genes upregulated in *cis* (>1.5-fold increase in reads from the sperm allele; <1.5-fold increase from the oocyte allele) are plotted as dark red triangles. The numbers of misregulated genes above and below the diagonal line are indicated. **d** Boxplots showing sperm-specific (sp) and oocyte-specific (oo) log_2_ fold changes of significantly upregulated genes (34 genes sig up) and significantly downregulated genes (44 sig down). Downregulated genes (blue) are similarly downregulated from sperm and oocyte alleles, while upregulated genes (red) are significantly more upregulated from sperm alleles than oocyte alleles (i.e., pairwise comparisons of transcript reads from sperm vs. oocyte alleles indicate that sperm allele reads are significantly more numerous than oocyte allele reads for upregulated genes but not for downregulated genes). Each box extends from the 25th to the 75th percentile, with the median indicated by the horizontal line; whiskers extend to the most extreme data point which is no more than 1.5 times the interquartile range from the box; the individual data point outside of these boundaries is shown as a filled box. The waist indicates the 95% confidence interval for the medians. *p*-values were generated using the paired student’s *t*-test

Expression of genes assessed by reads overlapping SNPs between Bristol and Hawaii correlated well with expression assessed by using all reads mapping to a gene (Supplementary Fig. 3a). Therefore, we could use SNPs to determine, for the 23% of misexpressed genes that contain a SNP, if transcription differences arose from the sperm allele, the oocyte allele, or both (Supplementary Data 1). 

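The log2 fold change between *K27me3 M+P−* and *K27me3 M+P+* germlines was computed for each gene from its SNP-overlapping reads of both alleles and again from all its reads. Over the 4342 genes that reached a normalized level of 0.5 from the sperm or the oocyte allele in either group, the Pearson correlation was 0.687 and the Spearman correlation 0.586 (permutation p = 1e-04, the smallest that 10000 permutations can give). The correlation is across genes, which are not independent replicates. SNP-overlapping reads are also part of all reads, and when those of the counted mate were subtracted from all reads the Pearson correlation was 0.523. It was 0.768 over the 2764 genes with at least 40 SNP-overlapping reads in the 8 libraries, and between 0.659 and 0.690 when each library was left out.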

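The 34 upregulated and 44 downregulated genes of Supplementary Data 1 make up 29.4% of the 265 genes that pass the threshold in the authors' deposited table of this comparison. Among the 137 genes called here, 78 reached a normalized level of 0.5 from either allele (56.9%), 49 of them higher and 29 lower in *K27me3 M+P−* germlines, without the filter on pure Bristol and pure Hawaii libraries. Reads that could be assigned to an allele were few for many genes. Over the 8 libraries, the 34 upregulated genes had a median of 165.5 such reads per gene, from 14 to 2718, and the 44 downregulated genes a median of 101.5, from 11 to 2024.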

Our analysis of SNP-containing transcript reads indicated that downregulated genes reflect decreased transcription from both the sperm and oocyte allele. However, upregulated genes reflect increased transcription primarily from the sperm allele (Fig. 2c, d). 

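The 44 downregulated genes of Supplementary Data 1, of which 39 are X-linked in assembly WBcel235, had a median log2 fold change between *K27me3 M+P−* and *K27me3 M+P+* germlines of −0.65 from the sperm allele and −0.69 from the oocyte allele, and 38 of them were lower from both alleles. The median of the sperm minus the oocyte log2 fold change was 0.16, with 27 genes above 0 and 17 below (sign-flip permutation test over genes, two-sided, p = 0.14). Its sign and its p depended on the reads and libraries used, as it was −0.084 with the second mate alone and −0.050 without *K27me3 M+P+* replicate 4. It was 0.24 without *K27me3 M+P+* replicate 2, with 32 genes above 0 and 12 below (sign-flip permutation test, p = 0.00714). It was 0.21 without *K27me3 M+P−* replicate 2, also with p below 0.05 by this test. With levels at the floor of 3 counts set to their bound, in the 39 genes for which a bound exists, it was −0.088. Per library, the median log2 ratio of sperm-allele to oocyte-allele reads was 0.00 in every *K27me3 M+P−* library, where genes with few reads tie at 0, and 0.19 ± 0.47 (SD, n = 4) in *K27me3 M+P+* germlines. This median does not measure a difference between the groups. With the reads of the 44 genes summed in each library the log2 ratio was 0.049 ± 0.13 (SD, n = 4) in *K27me3 M+P−* and 0.059 ± 0.44 (SD, n = 4) in *K27me3 M+P+* germlines (exact permutation test, two-sided, p = 0.943). In "wild-type" hybrid germlines it was −0.15 ± 0.025 (SD, n = 4), and all *K27me3 M+P−* libraries lay above all "wild-type" hybrid libraries (a difference of 0.20, exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow).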

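For the 34 upregulated genes, the median log2 fold change between *K27me3 M+P−* and *K27me3 M+P+* germlines was 1.60 from the sperm allele and 0.44 from the oocyte allele. The median over genes of the sperm minus the oocyte log2 fold change was 1.15, and 31 genes had the larger increase from the sperm allele against 3 from the oocyte allele (sign-flip permutation test over genes, two-sided, p = 1e-05, the smallest that 100000 permutations can give). The genes were chosen on these same libraries, and genes are not replicates. In 5 of the 34 genes, an allele was at the floor of 3 counts in every library of both groups, which gives no fold change, and over the other 29 genes, with any group at the floor set to its bound, the median difference was 1.24. The median difference was largest when only the first mate was used (1.39) and smallest when only the second mate was used (0.98). It was 0.99 without *K27me3 M+P+* replicate 2 and at most 1.28 without any other library. The 4264 other genes with allele reads had a median difference of 0.060.
To place the difference on replicate libraries, the median over the 34 genes of the log2 ratio of sperm-allele to oocyte-allele reads was taken in each library. It was 1.69 ± 0.17 (SD, n = 4) in *K27me3 M+P−* germlines, 0.18 ± 0.20 (SD, n = 4) in *K27me3 M+P+* germlines and 0.12 ± 0.25 (SD, n = 4) in "wild-type" hybrid germlines. The *K27me3 M+P−* libraries lay above all *K27me3 M+P+* libraries and above all "wild-type" hybrid libraries (exact permutation test, two-sided, p = 0.0286 for each, the smallest p that 4 libraries against 4 allow). Several *K27me3 M+P+* and "wild-type" hybrid medians tied at 0, as happens where genes have few reads. With the reads of the 34 genes summed in each library the log2 ratio was 0.46 ± 0.28 (SD, n = 4) in *K27me3 M+P+* and 0.33 ± 0.14 (SD, n = 4) in "wild-type" hybrid germlines (exact permutation test, two-sided, p = 0.400).

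**Figure D2:**
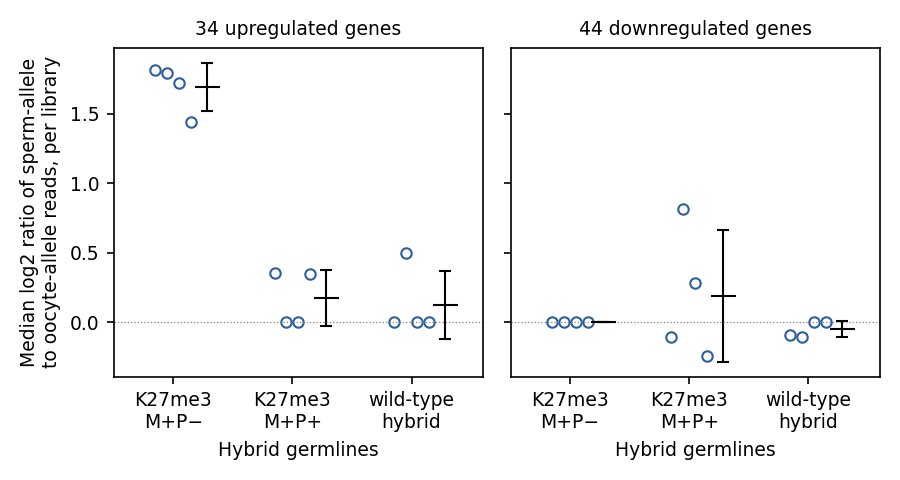
Median over genes of the log2 ratio of sperm-allele to oocyte-allele reads in each library, for the 34 upregulated and 44 downregulated genes of Supplementary Data 1 in *K27me3 M+P−*, *K27me3 M+P+* and "wild-type" hybrid germlines. Circles are the 4 libraries of each group, horizontal lines their mean and whiskers the SD. For the upregulated genes the *K27me3 M+P−* libraries lie between 1.44 and 1.82, above the other libraries.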

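By the definition in the legend of Fig. 2c, an increase above 1.5-fold from the sperm allele and below 1.5-fold from the oocyte allele, 16 of the 34 upregulated genes rose in *cis* in *K27me3 M+P−* germlines (47.1%). Another 15 rose above 1.5-fold from both alleles and 3 from neither. The number rose to 21 when only the first mate was counted and fell to 12 when only the second mate was counted. With levels at the floor of 3 counts set to their bound, and genes without a fold change left out, 14 genes met the definition.
The 5 genes of this kind with the largest sperm minus oocyte difference were *grl-18*, *cest-33*, F25E5.1, *mca-2* and Y54G2A.40. F25E5.1, on chromosome V, was the best covered, with 462 sperm-allele reads in *K27me3 M+P−* and 121 in *K27me3 M+P+* germlines. Its normalized sperm-allele level was 104.2 ± 11.0 (SD, n = 4) against 21.0 ± 8.81 (SD, n = 4), a log2 fold change of 2.29, and its oocyte-allele level was 19.3 ± 11.9 (SD, n = 4) against 27.3 ± 20.5 (SD, n = 4), a log2 fold change of −0.49. *cest-33* (F13H6.3, chromosome V) had a log2 fold change of 2.75 from 59 and 16 sperm-allele reads, and of −0.13 from 7 and 10 oocyte-allele reads. *mca-2* (R05C11.3, chromosome IV) had a log2 fold change of 2.32 from 35 and 10 sperm-allele reads, with 6 and 5 oocyte-allele reads. The other two were covered by fewer reads. *grl-18* (T05C3.4, chromosome V) had 12 sperm-allele reads in *K27me3 M+P−* germlines and 0 in *K27me3 M+P+* germlines, at least 1.40-fold higher, and Y54G2A.40 on chromosome IV had 21 against 4, at least 2.13-fold higher. The oocyte allele of both was at the floor in both groups, so no fold change is given for it.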

Importantly, approximately half of these genes were upregulated in *cis* with increased transcription from the sperm allele specifically (dark red triangles in Fig. 2c). These findings demonstrate that differential marking on sperm-inherited and oocyte-inherited genomes allows sperm-inherited and oocyte-inherited alleles within the same cell to achieve different transcriptional outcomes in offspring. 

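Whether the sperm and the oocyte allele of a gene changed differently between *K27me3 M+P−* and *K27me3 M+P+* germlines was tested gene by gene as the interaction of allele and group in edgeR, with library as a block, over 2689 genes with at least 40 SNP-overlapping reads in all and 10 from each allele. At an adjusted p below 0.1, 5 genes had a larger increase from the sperm allele and 0 from the oocyte allele, and at an unadjusted p below 0.05 the counts were 77 and 24. These 5 genes were named after their values were seen. For *tank-1* (ZK1005.1, chromosome V) the sperm allele rose by 1.93 more than the oocyte allele on the log2 scale (standard error 0.21, adjusted p = 1.76e-08, edgeR), and for F25E5.1 by 2.72 (standard error 0.37, adjusted p = 3.44e-06, edgeR). The differences were 1.92 for *dnbp-1* and 2.23 for Y105C5B.20, both on chromosome IV, and 0.78 for *vab-10* on chromosome I, with adjusted p-values from edgeR of 0.00279, 0.0172 and 0.00851. By all reads, Y105C5B.20 and *vab-10* had log2 fold changes of 0.61 and 0.45, which did not pass the threshold (adjusted p = 0.419 and 0.238, edgeR). The number of genes with a larger sperm-allele increase was 2 with the second mate alone and 2 without *K27me3 M+P−* replicate 1, and 5 without *K27me3 M+P+* replicate 2. Of 35 splits of the 8 libraries into 4 and 4, 2 gave as many genes, the real one with 5 and another with 6. The number of genes called therefore does not by itself set the real groups apart. From the larger increase of sperm alleles, and from the upregulated genes that increased from the sperm allele specifically, the paper concludes that differential marking of sperm-inherited and oocyte-inherited genomes lets alleles within the same cell reach different transcriptional outcomes.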

Given that *C. elegans* lacks canonical DNA methylation, this finding establishes a causal role for sperm-inherited H3K27me3 in regulating transcription in offspring. It also raises the possibility that environmentally induced changes to gamete marking could lead to transcriptional changes in offspring, with developmental consequences.

The genes upregulated from both sperm and oocyte alleles likely represent downstream targets of an initially misexpressed factor(s). The observation that these genes are more upregulated from sperm alleles than oocyte alleles led us to hypothesize that the presence of H3K27me3 on the oocyte genome acts as a barrier against transcriptional activation of germline-inappropriate genes. H3K27me3 on the oocyte-inherited genome would not be expected to protect it from factors that would shut down expression of germline-appropriate genes. This may explain the observation that downregulated genes were downregulated from both sperm and oocyte alleles. This led us to wonder if the global pattern of misexpression resulting from altered sperm chromatin was a concerted deviation from a germline program. To explore this, we performed gene ontology analysis on upregulated and downregulated genes. 

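Gene lists were tested with limma's camera, with a preset inter-gene correlation of 0.01, on both comparisons of *K27me3 M+P−* germlines, since the database of the tissue enrichment tool named in the paper was not used here. The lists were 10 sets of known genes and 5 gene families taken by name, and the adjusted p-values are over these 15 lists. In *K27me3 M+P−* against *K27me3 M+P+* germlines, 3 lists passed an adjusted p of 0.05. As many lists passed in 22 of 35 splits of the 8 libraries into 4 and 4, so their number does not set the real groups apart. The 12 tested muscle genes were higher (median log2 fold change 0.65), and the 16 oocyte genes (−0.091) and 67 histone genes (−0.092) were lower, each with an adjusted p of 0.0305 by camera, and none of the 3 passed with limma's fry. The number of lists past the threshold changed with single libraries, from 1 without *K27me3 M+P−* replicate 1, *K27me3 M+P−* replicate 4 or *K27me3 M+P+* replicate 1 to 5 without *K27me3 M+P−* replicate 2. The muscle list lost its call without *K27me3 M+P−* replicate 1 (adjusted p = 0.208), *K27me3 M+P−* replicate 4 (0.378, median 0.19) or *K27me3 M+P+* replicate 1 (0.147). The histone list lost it without *K27me3 M+P−* replicate 3 (0.533, median −0.0057) or *K27me3 M+P+* replicate 3 (0.108, median −0.032). The oocyte list lost it without *K27me3 M+P−* replicate 1 (0.0721), *K27me3 M+P−* replicate 3 (0.117), *K27me3 M+P−* replicate 4 (0.0735), *K27me3 M+P+* replicate 1 (0.108) or *K27me3 M+P+* replicate 2 (0.0826). With the replicate number as a block, the muscle list lost its call (adjusted p = 0.0821 by camera), and the oocyte (0.0402) and histone (0.0367) lists kept theirs. The muscle list holds 3 genes with an adjusted p below 0.1 when adjusted over the list alone, against 1 over all genes tested. The 7 tested neuron genes of 20 listed had a median of 0.0021 (adjusted p = 0.295 by camera and 0.148 by fry). The 7 tested synaptic genes of 37 listed had a median of 0.28 (adjusted p = 0.367), and the 3 tested neuronal transcription factor genes of 40 listed had a median of 0.019 (adjusted p = 0.678). Adjusted over the list alone, 4 neuron, 5 synaptic and 1 neuronal transcription factor genes had an adjusted p below 0.1. Over all genes tested, 1 neuron gene was higher, 1 synaptic gene was higher and 1 lower, and 0 neuronal transcription factor genes passed (1 at an unadjusted p below 0.05). Without *K27me3 M+P+* replicate 2 the neuron list passed the threshold (adjusted p = 0.0390 by camera). The 43 germline genes had a median of 0.0079 (adjusted p = 0.893). The median of the germline, neuron and neuronal transcription factor lists fell below 0 when libraries were scaled by total counts alone, and that of the neuron list ranged from −0.036 without *K27me3 M+P−* replicate 2 to 0.39 without *K27me3 M+P+* replicate 1.
In *K27me3 M+P−* against "wild-type" hybrid germlines, the 66 histone genes were lower (median log2 fold change −0.13, adjusted p = 0.000668 by camera and 0.127 by fry). The 8 tested synaptic genes had a median of 0.77, with 3 genes higher and 1 lower over all genes tested, 5 when adjusted over the list alone. Their adjusted p was 0.0584 by camera, 0.0170 by fry and 0.0491 by camera with the replicate number as a block, and it lay between 0.0170 and 0.0762 over all alternatives. By camera it passed the threshold with total counts alone (0.0447) and without *K27me3 M+P−* replicate 2 (0.0215), *K27me3 M+P−* replicate 4 (0.0370), "wild-type" hybrid replicate 2 (0.0285) or "wild-type" hybrid replicate 3 (0.0442). The number of lists past the threshold rose from 1 to 7 without *K27me3 M+P−* replicate 2. Of 35 splits of these 8 libraries into 4 and 4, 32 gave as many lists as the real one. The 7 tested neuron genes had a median of 0.072 (adjusted p = 0.137, and 0.0442 without "wild-type" hybrid replicate 3). Of these genes, 2 were higher and 1 lower over all genes tested, and 4 passed when adjusted over the list alone. The 3 neuronal transcription factor genes had a median of −0.33 (adjusted p = 0.277), the 43 germline genes of 0.042 (adjusted p = 0.918), and the 16 oocyte genes of −0.12 (adjusted p = 0.127, and 0.0205 without "wild-type" hybrid replicate 4).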

We found that downregulated genes are enriched for genes involved in reproduction and that upregulated genes are enriched for genes involved in somatic development, especially neuronal development (Supplementary Fig. 2b, c). This suggests that *K27me3 M+P−* germlines are deviating from a germline program of gene expression toward a somatic program, perhaps favoring a neuronal program.

### Sperm-inherited H3K27me3 protects germ cell fate in offspring

To test whether germlines in *K27me3 M+P−* worms that inherited altered sperm chromatin are in fact transitioning toward a neuronal fate, we analyzed worms carrying a pan-neuronal reporter gene, *unc-119::GFP*. We compared expression of this reporter in genetically identical worms that inherited sperm chromatin with either a wild-type pattern of H3K27me3, *K27me3 M+P+*, or lacking H3K27me3, *K27me3 M+P−*. As noted above, *K27me3 M+P*− and *K27me3 M+P+* worms are fertile; we observed that fertile germlines do not detectably express *unc-119::GFP* (*n* > 500) nor do they significantly upregulate *unc-119* transcript. 

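In *K27me3 M+P−* germlines *unc-119* (M142.1) had 3.01 ± 1.01 CPM (SD, n = 4) and in *K27me3 M+P+* germlines 3.16 ± 2.02 CPM (SD, n = 4), a log2 fold change of −0.057 with a standard error of 0.40 (adjusted p = 0.989 by edgeR's quasi-likelihood test). The estimate ranged from −0.33 to 0.55 when each library was left out, with the highest value without *K27me3 M+P+* replicate 1, so the sign depended on single libraries. The libraries held between 5 and 110 reads of the gene, so a change could have been missed at this depth. The smallest change that could be detected was not determined. Against "wild-type" hybrid germlines, which had 3.24 ± 2.00 CPM (SD, n = 4), the log2 fold change was −0.14 (adjusted p = 0.908, edgeR). The paper stained the protein of *unc-64* (F56A8.7) in sterile germlines of a sensitized background, which the worms of these libraries did not have. Transcript of *unc-64* was at 1.24 ± 0.623 CPM (SD, n = 4) in *K27me3 M+P−* germlines. It was at 0.635 ± 0.284 CPM (SD, n = 4) in *K27me3 M+P+* and 1.25 ± 0.621 CPM (SD, n = 4) in "wild-type" hybrid germlines. This gene was not among those tested, so no fold change or p-value is given.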

Performing this analysis in a sensitized genetic background in which the maternal load of PRC2 was reduced by half (*mes-3/+* heterozygous mother) rendered ~30% of *K27me3 M+P−* worms sterile (*n* = 267/894); <0.3% of *K27me3 M+P+* worms were rendered sterile (*n* = 2/870). In this background, we found that the *unc-119::GFP* neuronal reporter was expressed in a significant percentage of sterile *K27me3 M+P*− adult germlines (Supplementary Table 1). Notably, expression of the neuronal reporter increased with age, from 16% in sterile day 1 adults to 31% in sterile day 2 adults. Expression of the neuronal reporter was rarely detected (<0.1%) in germlines from late-stage larvae (L4) (*n* = 1/146) and never observed in the germlines from the rare sterile *K27me3 M+P+* worms. These findings indicate that deviation from a germline program in *K27me3 M+P−* worms is progressive and strongly suggest that loss of H3K27me3 from the sperm-inherited genome results in a failure to maintain germ cell identity rather than a failure to establish it.

To test whether neuronal genes are derepressed from endogenous loci in *K27me3 M+P−* germlines, we stained UNC-119::GFP(+) *K27me3 M+P−* germlines for UNC-64, a neuronally expressed plasma membrane protein involved in synaptic vesicle fusion^25^. We detected this protein in all of the germlines analyzed (*n* = 6) (Fig. 3c). To test for loss of expression of genes involved in reproduction, we stained sterile *K27me3* *M*+*P*− germlines for the germline proteins PGL-1 (a component of germ granules)^26^ and HTP-3 (a component of the synaptonemal complex)^27^. We found that PGL-1 and HTP-3 were below detection (or nearly so) in 100% (*n* = 27) and 28% (*n* = 60) of sterile *K27me3 M+P*− germlines analyzed, respectively, regardless of whether or not they expressed the neuronal GFP reporter (Fig. 3d, e). Although only 28% of sterile *K27me3 M+P−* germlines lacked detectable HTP-3 staining, the remaining 72% of germlines analyzed displayed abnormal HTP-3 patterns (Fig. 3d). Of note, germlines expressing the neuronal UNC-119::GFP reporter consistently displayed more severe HTP-3 phenotypes than germlines that were UNC-119::GFP(−) (Fig. 3d). Consistent with *K27me3 M+P*− germlines adopting a neuronal identity, we readily observed patches of highly concentrated GFP signal in UNC-119::GFP(+) germlines, indicating that the normally syncytial germ cells had cellularized. In some cases, we observed axo-dendritic structures emanating from these bright GFP(+) cells (Fig. 3b, c). Our findings demonstrate that absence of H3K27me3 from the sperm-inherited genome results in the derepression of many somatic genes, especially neuronal genes, predominantly from sperm-inherited alleles. In a sensitized background, lack of H3K27me3 on the sperm-inherited genome results in germlines that transition away from a germline program and toward a neuronal program.

**Fig. 3:**
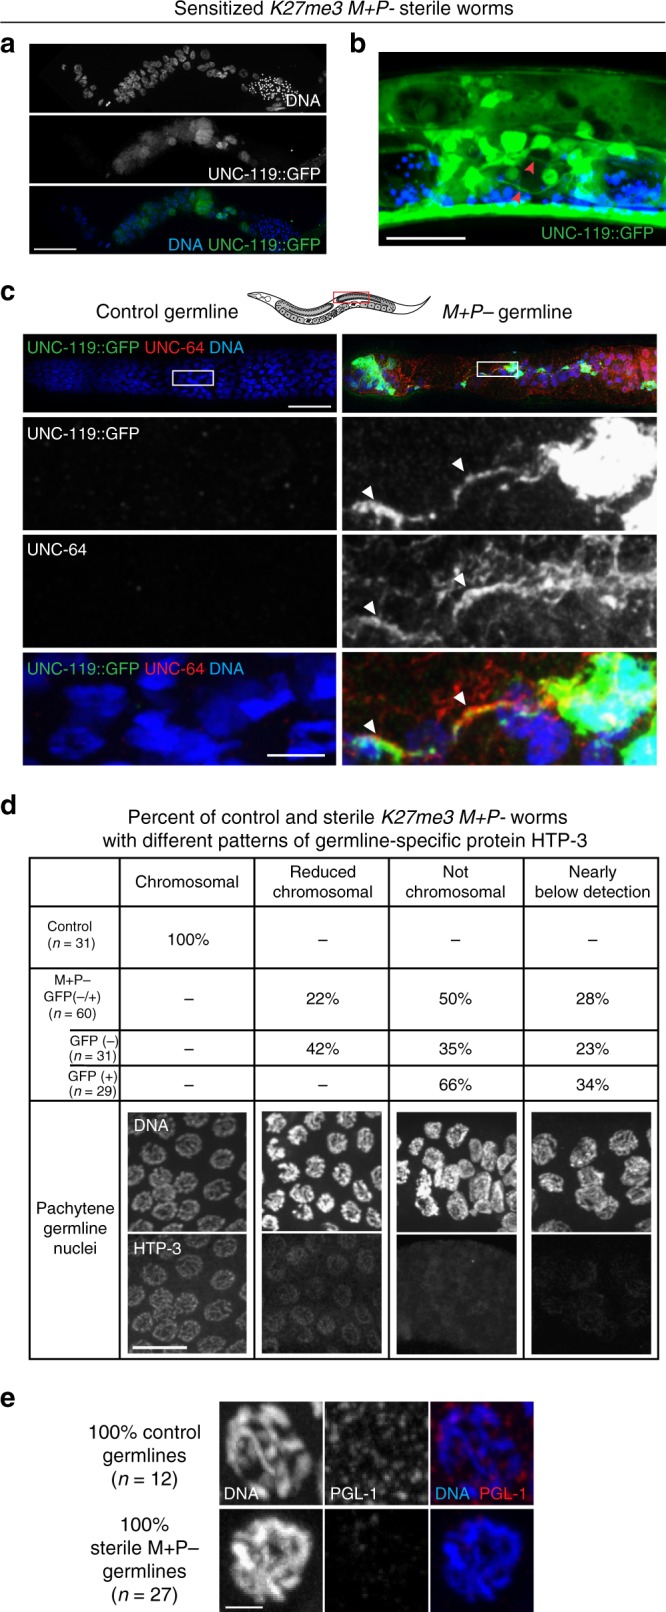
Inheritance of sperm chromosomes lacking H3K27me3 causes germ cells in offspring to transition toward a neuronal fate. **a** Immunofluorescence images of a sterile germline from a *K27me3 M+P−* worm in a sensitized genetic background (see text) and carrying an *unc-119::gfp* neuronal reporter transgene. DNA in blue. GFP in green. Scale bar represents 40 μm. **b** Image of GFP in a live *K27me3 M+P−* worm carrying the *unc-119::gfp* reporter transgene. Arrowheads point to axo-dendritic processes extending from cells in the gonad with high levels of UNC-119::GFP. GFP in green. Blue is autofluorescent gut granules. Scale bar represents 10 μm. **c** Immunofluorescence images of a control germline and a sterile germline from a *K27me3 M+P*− worm showing expression of the UNC-119::GFP reporter in green, immunostaining of the neuronally expressed protein UNC-64 in red, and DNA in blue. Worm schematic indicates the region of germline images. Arrowheads point to axo-dendritic processes co-stained for UNC-119::GFP and UNC-64 in the zoomed-in images. Scale bar in top panel represents 30 μm. Scale bar in lower panel represents 5 μm. **d**, **e** Summary of HTP-3 staining (**d**) and PGL-1 staining (**e**) observed in control germlines from fertile *K27me3 M+Z*−; *unc-119::gfp* worms and germlines from sterile *K27me3 M+P*− worms. For each staining category, representative immunofluorescence images of DNA and HTP-3 or PGL-1 are shown. Scale bar represents 10 μm (**d**) and 2 μm (**e**)

## Discussion

Establishment and maintenance of chromatin states are critical during development and aging. During early development, inherited chromatin states must be rewritten to enable differentiation of different lineages. During aging, established chromatin states must be maintained to preserve cell-type-specific gene expression patterns and thus protect cell identity. Defects in these processes can lead to severe developmental defects and cancer. Whether chromatin states established in the parent and transmitted to offspring via sperm or oocyte influence the establishment and/or maintenance of cell fates in those offspring is a critical question in the field. Our findings demonstrate that in *C. elegans* sperm-inherited chromatin states influence germ cell identity in offspring. Because we observe reprogramming of germ cells toward neuronal cells in adult *K27me3 M+P*− germlines but only rarely in larval *K27me3 M+P−* germlines, we conclude that offspring germ cells lose rather than fail to establish their germ cell identity. These findings reveal that in worms, sperm-inherited H3K27me3 is transmitted to offspring germ cells to prevent germline-inappropriate transcription and thus protect germ cell identity.

Altogether, our findings point to a model in which gamete-inherited patterns of H3K27me3 act as a barrier to inappropriate transcription; in germ cells, this barrier function is particularly important in suppressing transcription of factors that could drive germ cells toward alternative cell identities (Fig. 4). In the germlines of worms that inherited the sperm genome lacking H3K27me3, we speculate that some genes become upregulated as a direct result of diminished H3K27me3 (Factor X in Fig. 4), while other genes may be upregulated as a consequence of being the target of an upregulated gene. An alternative scenario is that Factor X genes are normally expressed in wild-type germ cells but prevented from activating germline-inappropriate target genes by H3K27me3 on those target genes. An example of the first scenario (Fig. 4) is the *vab-7* gene, which encodes a neuronal transcription factor^28^; *vab-7* is not expressed in wild-type germlines but becomes upregulated in *K27me3 M+P*− germlines. 

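The count tables list 4, 5, 0 and 0 reads of *vab-7* (M142.4) in the 4 *K27me3 M+P−* libraries, 9, 0, 0 and 0 in the 4 *K27me3 M+P+* libraries and 0 in each of the 4 "wild-type" hybrid libraries. These counts are too few for the filter of the test, so no fold change or p-value was computed. The mean level was 0.368 ± 0.556 CPM (SD, n = 4) in *K27me3 M+P−* and 0.126 ± 0.252 CPM (SD, n = 4) in *K27me3 M+P+* germlines, and 2 of the 4 *K27me3 M+P−* libraries held no read. A count of 0 allows a level of up to 0.258 CPM in the deepest and 1.05 CPM in the shallowest "wild-type" hybrid library.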

Examples of the alternative scenario are genes that encode neuronal specification factors (e.g., *die-1* and *nsy-7*)^28^ that are highly expressed in both wild-type and *K27me3 M+P−* germlines. 

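*die-1* (C18D1.1) had 39.01 ± 3.83 CPM (SD, n = 4) in *K27me3 M+P−* germlines, 47.5 ± 4.90 CPM (SD, n = 4) in *K27me3 M+P+* germlines and 50.4 ± 12.0 CPM (SD, n = 4) in "wild-type" hybrid germlines. The log2 fold change of *K27me3 M+P−* was −0.27 against *K27me3 M+P+* (standard error 0.10, adjusted p = 0.441, edgeR) and −0.37 against "wild-type" hybrid germlines (standard error 0.14, adjusted p = 0.196, edgeR). *nsy-7* (C18F3.4) had 3.35 ± 0.927, 3.28 ± 2.06 and 4.32 ± 1.27 CPM (SD, n = 4 each) in the same order of groups, with a log2 fold change of 0.019 against *K27me3 M+P+* (adjusted p = 0.999, edgeR) and −0.33 against "wild-type" hybrid germlines (adjusted p = 0.637, edgeR). Its change against *K27me3 M+P+* germlines turned to −0.0051 with total-count scaling and ranged from −0.19 without *K27me3 M+P+* replicate 4 to 0.47 without *K27me3 M+P+* replicate 1 when each library was left out.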

Regardless of the exact cascade of gene activation, our expression analysis of *K27me3 M+P−* germlines suggests a programmatic shift toward a neuronal program and supports the hypothesis that an upstream factor(s) is altering gene expression in a concerted manner, especially from the H3K27me3-depleted sperm genome.

**Fig. 4:**
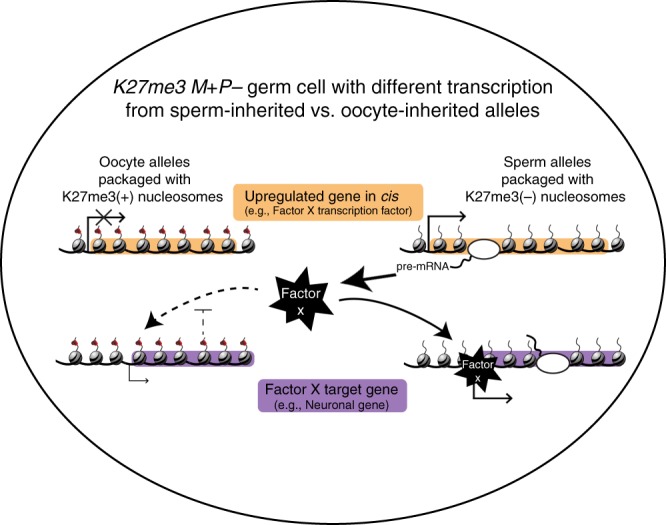
A model for transcriptional upregulation in germ cells that inherited sperm chromosomes lacking H3K27me3. The schematic is a germ cell nucleus from a *K27me3 M+P−* worm showing oocyte-inherited and sperm-inherited alleles for 2 representative genes: a transcription factor-encoding gene (orange) and a target gene of that transcription factor (purple). Sperm-inherited alleles lack repressive H3K27me3 and as a result are prone to upregulate Transcription Factor X. If expressed, Transcription Factor X can then activate target genes strongly from H3K27me3(−) sperm alleles and weakly from H3K27me3(+) oocyte alleles. In this model, H3K27me3 would act as a barrier against (1) production of Factor X and (2) activation of Factor X target genes. In *K27me3 M+P+* worms, oocyte-inherited and sperm-inherited alleles are similarly marked with H3K27me3

Our findings establish a causal role for sperm-inherited histone marks influencing transcription in offspring and reveal their role in protecting cell identity. Together with observations that in mammals, sperm retain modified histones over developmentally important genes^5–7^, this work implicates sperm-inherited chromatin states as one mechanism through which environmentally induced changes to parental epigenomes can impact the development and health of future generations.

## Methods

### *C. elegans* growth conditions

Worms were maintained on nematode growth medium (NGM) agar plates spotted with *Escherichia coli* OP50 and maintained at 15 °C (*fem-2* and *plk-1* containing strains) or 20 °C (all other strains). To generate females, *fem-2* strains were raised at 24 °C until L4.

### C. elegans strains

All strains are in the N2 background except CB4856 and SS1292.

N2 wild-type isolate from Bristol, England.

CB4856 wild-type isolate from Hawaii.

SS1292 *fem-2(b245ts) III* - mutation CRISPR-engineered into CB4856.

DH0245 *fem-2(b245ts) III.*

SS1229 *fem-2(b245ts) III; mes-4(bn73) V. *

SS1167 *mes-3(bn35) I/hT2-*GFP *(I;III); fem-2(b245ts) III.*

SS1099 *mes-3(bn35) I/hT2-*GFP *(I;III); him-8(e1489) IV.*

OCF65 *plk-1(or683) III; fog-1(e2121) unc-11(e47) I/hT2 [qIs48] (I:III); itIs37[pAA64: pie-1p::mCHERRY::his-58+unc-119(+)]*.

SS1424 *mes-3(bn35) I/hT2-*GFP*(I;III); edIs6[unc-119::GFP+rol-6(su1006)] IV.*

SS1298 *set-2(bn129) fem-2(b245ts) III.*

### Fixing and staining embryos, larvae, and germlines

Specimens were flattened between a slide and a coverslip by wicking away buffer (see below). Slides were frozen in liquid nitrogen, coverslips were removed, then slides were fixed in methanol (10 min) and acetone (10 min) and allowed to air dry for up to 3 days. Slides were blocked (1.5% ovalbumin, 1.5% BSA in PBS) for 25 min, then incubated with primary antibodies overnight at 4 °C. Slides were washed 3× in PBST (0.1% tween in phosphate buffered saline pH 7.2), blocked for 5 min, incubated with secondary antibodies and DAPI at room temperature for 2 h, and washed 3× in PBST. Coverslips were mounted on slides with gelutol. Slides were allowed to dry for up to 3 days before being imaged.

### Antibodies

Primary antibodies and their dilutions were as follows: 1:30,000 of 2.45 mg/mL mouse anti-H3K27me3 (Kimura mAb 1E7 clone CMA323, Wako cat#309-95259), 1:3000 original stock solution of rabbit anti-H3K27me3 (C36B11 Cell Signaling MAb#9733 lot#C36B11), 1:4000 of 0.4 mg/mL mouse anti-GFP (Roche cat#11 814 460 001 lot#14158300), 1:4000 rabbit anti-UNC-64 serum^22^, 1:50,000 rabbit anti-PGL-1 serum^23^, 1:500 guinea pig anti-HTP-3 serum^24^. Secondary antibodies conjugated to Alexa Fluor: 488 goat anti-mouse (Life cat#A11001), 488 goat anti-rabbit (Molecular Probes cat#A-11008), 594 goat anti-rabbit (Life cat#A11012), and 594 goat anti-guinea pig (Molecular Probes cat#A11076) were used at 1:300 with 0.05 μg/mL 4′,6-diamidino-2-phenylindole (DAPI).

### Microscope set-up for immunocytochemistry

All images were acquired using the following: Yokogawa CSUX-1 spinning disk scanner, Nikon (Garden City, NY) TE2000-E inverted stand, Hamamatsu ImageEM X2 camera, solid state 405, 488, and 561 nm laser lines, 435–485, 500–550, and 573–613 fluorescent filters, Nikon Plan Apo VC 60×/1.40 oil objective, Nikon Plan Apo 100×/1.40 oil objective, and Micro-Manager software.

### Analysis of MES-4-depleted and SET-2 mutant embryos

*plk-1; fog-1 unc-11* females (Fig. 1b, c) or *fem-2(ts)* or *set-2 fem-2(ts)* females (Supplementary Fig. 1) were mated to *N2* (P+) or *mes-3 M-Z-; him-8* (P−) males (M- for no maternal load of MES-3, Z- for no zygotic synthesis of MES-3) on plates with *mes-4* RNAi, empty vector RNAi, or OP50 (Supplementary Fig. 1c) and incubated overnight at 23 °C (Fig. 1b, c) or 20 °C (Supplementary Fig. 1). Embryos were dissected from mated females in egg buffer (25 mM HEPES pH 7.4, 118 mM NaCl, 48 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_) with 1 mM levamisole on polylysine-coated slides. Embryos attached to slides were fixed and stained as described above. Stacks of optical sections were acquired on a Solamere spinning disk confocal system as described above. Stacks were collapsed into maximum intensity projections using Micro-Manager. Single-channel and merge images were generated in Photoshop. To assess the appearance of H3K27me3 on sperm chromosomes in embryos with and without a maternal load of MES-4, optical sections of *K27me3 M+P-* embryos from *fem-2(ts)* mothers (with a maternal load of MES-4) or from *fem-2(ts); mes-4(bn73)* mothers (lacking a maternal load of MES-4) were stained for DNA and H3K27me3 and scored for: 1) undetectable H3K27me3 on some chromosomes, 2) reduced levels of H3K27me3 on some chromosomes relative to other chromosomes, or 3) indistinguishable levels of H3K27me3 on all chromosomes.

### Analysis of *K27me3 M+P−* and *M+P+* L1 larvae

*fem-2(ts)* females were mated to *N2* (P+) or *mes-3 M-Z-; him-8* (P−) males for ~48 h. Gravid females were transferred to 100 µL S Basal (5.85 g NaCl, 1 g K_2_HPO_4_, 6 g KH_2_PO_4_, 1 mL cholesterol (5 mg/mL in ethanol), H_2_0 to 1 L) on gelatin chrom alum-coated slides and incubated overnight in a humid chamber at 20 °C. Starved *K27me3 M+P−* and *K27me3 M+P+* L1s were transferred to polylysine-coated slides. L1s attached to slides were fixed and stained as described above. Stacks of optical sections were acquired on a Solamere spinning disk confocal system as described above. Stacks were collapsed into maximum intensity projections using Micro-Manager. Single-channel and merge images were generated in Photoshop.

### Analysis of sensitized *K27me3 M+P*− and *M+P+* germlines

*mes-3/hT2-*GFP*; fem-2(ts)* females were mated to either *mes-3/hT2-GFP; unc-119* (P+) or *mes-3 M+Z−; unc-119* (P−) males to generate *K27me3 M+P+* and *K27me3 M+P−* worms, respectively. 146 L4 *K27me3 M+P−* larvae were cut at the pharynx to extrude their anterior germline for assessment of UNC-119::GFP expression in germ cells. Sterile adults on day 1 of adulthood (*n* = 267) were moved to new plates for live analysis to determine whether germ cells expressed UNC-119::GFP. Sterile day 1 adults that lacked germline expression of UNC-119::GFP were allowed to age at 20 °C for a repeat analysis of UNC-119::GFP expression in germ cells on day 2 of adulthood. L4s, day 1 sterile adults, and day 2 sterile adults were analyzed for germ cell expression of UNC-119::GFP on a Leica MZ16F microscope equipped with a GFP filter. Germlines were imaged for GFP expression both by live imaging of whole worms and by fixing dissected germlines in egg buffer with 1 mM levamisole and 0.5% tween on polylysine-coated slides and immunostaining for GFP, UNC-64, PGL-1, and/or HTP-3. Stacks of optical sections were acquired on a Solamere spinning disk confocal system controlled by Micro-Manager software as described above. Stacks were collapsed into maximum intensity projections using Micro-Manager and stitched together into composite images using Photoshop. Single-channel and merge images were generated in Photoshop. In some cases (Fig. 3c), germlines were straightened using ImageJ.

### Sterility analysis of *K27me3 M+P*− and *M+P+* offspring

*fem-2(ts)* females were mated to *mes-3/hT2-GFP; fem-2* (P+) or *mes-3 M+Z−; fem-2* (P−) males at 15 °C. *mes-3/+*; *fem-2 K27me3 M+P+* and *M+P*− L4s (*n* = 30 replicate 1; *n* = 40 replicate 2) were cloned to individual plates and allowed to lay eggs for ~24 h, then transferred to fresh plates each day until no more embryos were laid. Embryos from *K27me3 M+P+* and *M+P*− hermaphrodites were incubated at 15 °C until day 1 adulthood, then hermaphrodites were scored as sterile (no embryos in the uterus) or fertile (*n* = 9370 replicate 1; *n* = 9693 replicate 2).

### RNA-seq of *K27me3 M+P*− and *M+P+* hybrid and non-hybrid germlines

Feminized *fem-2* (CB4856 (hybrid) or N2 (non-hybrid) background) hermaphrodites were mated to either *mes-3/hT2-GFP; him-8* (P+) or *mes-3 M-Z-; him-8* males (P−) to generate genetically identical *mes-3*/+; fem-2/+; *him-8*/+ *K27me3 M+P+* and *M+P−* offspring, respectively. In addition, feminized *fem-2* (CB4856 background) were mated to wild-type N2 males to generate “wild-type” hybrid offspring. *mes-3/+*; *fem-2/+*; *him-8/+*(*K27me3 M+P+* and *M+P−)* and *fem-2/+* (“wild-type” hybrid) L4 offspring were picked and allowed to age overnight to generate *K27me3 M+P+*, *K27me3 M+P−*, and “wild-type” hybrid day 1 adults. ~50 germlines were dissected from day 1 adults in egg buffer with 1 mM levamisole, 0.5% tween and transferred into 300 µL of ice-cold TRIzol reagent (Life Technologies), then stored at −80 °C. Samples were subjected to 3 freeze-thaw cycles. One microliter linear polyacrylamide was added to each sample, vortexed, then transferred to Phase Lock Gel-Heavy 2 mL tubes to extract the aqueous phase. 0.75 volume isopropanol was added to each sample and incubated overnight at −20 °C. RNA was isolated via ethanol precipitation and rehydrated in 14.5 µL RNase-free H_2_O. 2.5 µL were used to assess RNA quality (Agilent RNA Nano Bioanalyzer Chip) and concentration (Qubit Quant-IT RNA Assay Kit). The remaining 12 µL were depleted of rRNA (NEBNext rRNA Depletion Kit) and used for library preparation (NEBNext Ultra RNA Library Prep Kit). Libraries were sequenced on an Illumina HiSeq4000 to acquire paired-end 100 bp reads. Four biological replicates each were generated for *K27me3 M+P−*, *K27me3 M*+*P*+, and “wild-type” hybrid samples.

### Processing and analyzing RNA-seq data

For differential expression analysis, raw sequences were mapped to transcriptome version WS220 using TopHat2^29^. Only reads with one unique mapping were allowed. Otherwise default options were used. Reads mapping to ribosomal RNAs were removed from further analysis. HTSeq^30^ was used to obtain read counts per transcript. DESeq2^31^ was used to determine differentially expressed genes from HTSeq counts. A Benjamini–Hochberg multiple hypothesis corrected *p*-value cutoff of 0.1 was used as a significance cutoff to identify significantly differentially expressed genes between *K27me3 M+P*− and *M+P+* germlines.

To identify RNA-sequencing (RNA-seq) reads coming from the Hawaiian or Bristol parent in the hybrid offspring germlines, the annotated single nucleotide polymorphisms (SNPs) of the Hawaiian strain CB4856 genome compared to the Bristol strain N2 WS220 genome were downloaded from WormBase. 126,615 unique SNPs were downloaded, of which 25,980 SNPs mapped to an exon in a total of 9146 coding genes, according to WormBase. Henceforth, we refer to these SNPs as exonic SNPs.

RNA-seq reads from the Bristol strain, Hawaiian strain, and hybrids were mapped to the Bristol (N2) genome version WS220 using TopHat2, once allowing 1 mismatch in a read and a second time not allowing a mismatch. Reads overlapping exonic SNP positions were identified, and HTSeq was used to count these SNP-containing reads for each transcript. Counts per transcript were normalized by the number of total transcript reads, including non-SNP-overlapping reads, for each of the libraries sequenced. An average count per transcript was obtained by averaging the replicates for each of the Bristol, Hawaiian, and hybrid *K27me3 M+P*− and *M+P+* replicate experiments. A further quality control step was imposed. For the Bristol and Hawaiian RNA-seq data, we calculated a distance score between the mismatch 0 and mismatch 1 read counts for each transcript. For each transcript i in the Hawaiian RNA-seq data, a score hz_i_ was calculated: hz_i_ = (hmm1_i_ − hmm0_i_)/(hmm1_i_ + hmm0_i_) where hmm1_i_ and hmm0_i_ denote the normalized read counts for transcript i from mapping with a mismatch 1 and with a mismatch 0 to the Bristol genome, respectively. In the same way, we defined bz_i_, bmm1_i_, and bmm0_i_ for transcripts from mapping our Bristol RNA-seq data. For Hawaiian transcript reads from exonic SNPs, we expect hz_i_ to be close to 1; all reads should have mapped when allowing 1 mismatch, and none should have mapped when allowing no mismatches. For Bristol transcript reads from exonic SNPs, we expect bz_i_ to be close to 0, as the number of reads from both mappings should have been very similar. We removed transcripts that did not follow these requirements. If a transcript i had a hz_i_ < 0.75 for the Hawaiian RNA-seq data, or an absolute value |bz_i_| > 0.25 for the Bristol RNA-seq data, that transcript was removed from further analysis. These requirements removed 1080 transcripts with exonic SNPs. For the remaining 8066 transcripts we obtained from the hybrid *K27me3 M+P*− and *M+P+* RNA-seq data, we determined the transcript reads from the sperm allele (Bristol) as reads that mapped when allowing 0 mismatches. We determined the transcript reads from the oocyte allele (Hawaii) as reads that mapped when allowing 1 mismatch but that did not map when allowing 0 mismatches. We thus calculated transcript reads from the oocyte allele by subtracting reads that mapped when allowing 0 mismatches (sperm allele reads) from reads that mapped when allowing 1 mismatch (reads from both gamete alleles).

Many genes with exonic SNPs were not expressed in any of our germline RNA-seq data. We filtered out these non-expressed transcripts from further analysis by requiring the normalized read counts from the sperm allele or oocyte allele in at least one condition, *K27me3 M+P*− or *M+P+*, to be at least 0.5. Because our goal was to use SNP-containing transcript reads as a proxy for total transcript reads, we filtered out transcripts that had a greater than 2.5-fold difference between the log_2_ of SNP-containing reads versus the log_2_ of total reads for a given transcript in hybrid germlines (Hawaii mother and Bristol father). This requirement removed 190 genes and left 2,606 transcripts for further analysis. 

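When only the condition of a normalized level of at least 0.5 from either allele in *K27me3 M+P−* or *K27me3 M+P+* germlines was applied to the counts, 4342 genes met it, with levels on the scale of Supplementary Data 1. The filter on pure Bristol and pure Hawaii libraries and the comparison of SNP-overlapping with total reads were not part of this count. In the subtraction that gives oocyte-allele reads, 33 combinations of gene and library over the 12 libraries came out below 0 and were set to 0.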

To avoid dividing by zero when calculating log fold changes and to reduce the effect of noise on low read counts, we added a pseudo-count of 0.5 to all remaining transcripts from oocyte alleles and sperm alleles in both conditions.

### GO analysis of significantly misregulated genes

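Between *K27me3 M+P−* and "wild-type" hybrid germlines, 7196 genes were tested, and 248 were higher and 222 lower in *K27me3 M+P−* germlines at an adjusted p below 0.05 (edgeR's quasi-likelihood test), with 1261 genes at an unadjusted p below 0.05. The median log2 fold change was 1.80 over the higher genes, also with the 19 genes whose "wild-type" hybrid libraries were all at the floor set to their bound, and −1.03 over the lower genes. In the authors' deposited table of this comparison, 234 of the higher and 218 of the lower genes passed the same threshold in the same direction, and the log2 fold changes correlated across genes with r = 0.924. The count of lower genes was sensitive to single libraries and ranged from 127 without *K27me3 M+P−* replicate 3 to 400 without *K27me3 M+P−* replicate 1, whereas that of higher genes stayed between 201 and 280. On WBcel235 chromosomes, 166 of 221 lower genes were X-linked (75.1%, two-sided Fisher's exact test, p = 3.66e-137). Of the 242 higher genes none was (0%, p = 4.91e-10, same exact test), and at an unadjusted p below 0.05 the X chromosome had 3 higher and 363 lower genes among 604 tested. The exact tests treat genes as independent, which they are not. Per library, the median log2 level of X-linked genes differed by −0.69 between the groups (exact permutation test, two-sided, p = 0.0286, the smallest that 4 libraries against 4 allow).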

Significantly upregulated genes (361 genes) and downregulated genes (342 genes) in the “wild-type” hybrid vs *K27me3 M+P−* comparison (FDR < 0.05) were used to perform GO analysis (Supplementary Fig. 2b, c). GO analysis was performed using the tissue enrichment tool provided by WormBase (version WS266).

### Statistics

Sample sizes and statistical tests used are described in the figure legends. Paired student’s *t*-tests and Wilcoxon rank sum tests were performed using R. Four biological replicates of sequencing data were used. No replicates were omitted. Differential expression analysis was performed using DESeq2, which uses negative binomial generalized linear models. Adjusted *p*-values were calculated using the Benjamini-Hochberg method performed by DESeq2.

### Reporting Summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Raw sequence files and processed data sets generated in this study are available at the Gene Expression Omnibus (GEO) repository, accession GSE123415. Processed data sets available at GEO are as follows: RNA-seq read counts for *K27me3 M**+**P−*, *K27me3 M**+**P**+* and “wild-type” hybrid containing (1) all read counts mapping to a transcript, (2) read counts overlapping SNPs mapped to the Bristol genome allowing 1 mismatch (Hawaii & Bristol reads), (3) read counts overlapping SNPs mapped to the Bristol genome allowing 0 mismatches (Bristol-specific reads), (4) differential expression analysis comparing transcript reads from *K27me3 M**+**P*− vs. *M**+**P**+*, and (5) differential expression analysis comparing transcript reads from *K27me3 M**+**P*− vs. “wild-type” hybrid. Supplementary Data 1 consists of sperm-specific and oocyte-specific reads and the log_2_ fold changes between *K27me3 M**+**P*− and *M**+**P**+* for significantly misregulated SNP-containing genes. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: Sperm-inherited H3K27me3 impacts offspring transcription and development in C. elegans
**Source:** Nat Commun. 2019 Mar 20;10:1271. doi: 10.1038/s41467-019-09141-w
**Supplement:** Supplementary file 1 — Supplementary Information

# **Sperm-inherited H3K27me3 impacts offspring transcription and development in *C. elegans***

**Kaneshiro et al.**

**Supplementary Figure 1**

**Supplementary Figure 2**

**Supplementary Figure 3**

**Supplementary Figure 4**

**Supplementary Table 1**

## nuclei from *K27me3* *M+P*- embryos

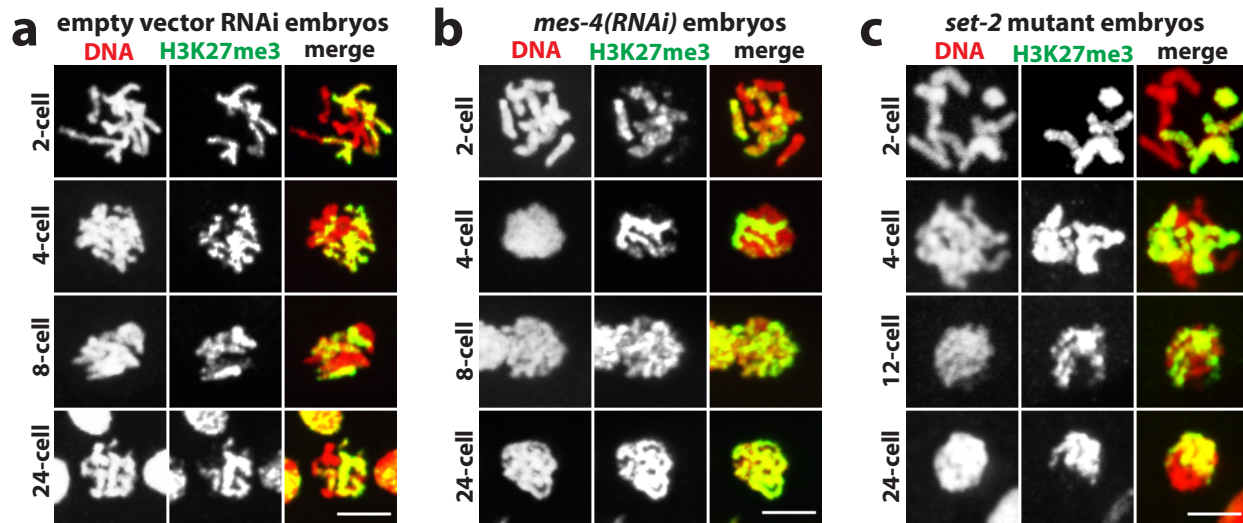

**Supplementary Figure 1** Tracking the H3K27me3(-) state of sperm-inherited chromosomes in embryos depleted of the H3K36 methylator MES-4 or lacking the H3K4 methylator SET-2. Nuclei from *K27me3* *M+P*- embryos from mothers treated with control RNAi (**a**), *mes-4* RNAi (**b**) or homozygous mutant for *set-2* (**c**). DAPI-stained DNA in red. H3K27me3 immunostaining in green. Scale bars represent 2 $\mu$ M.

## K27me3 M+P- vs M+P+ mRNA reads in germlines

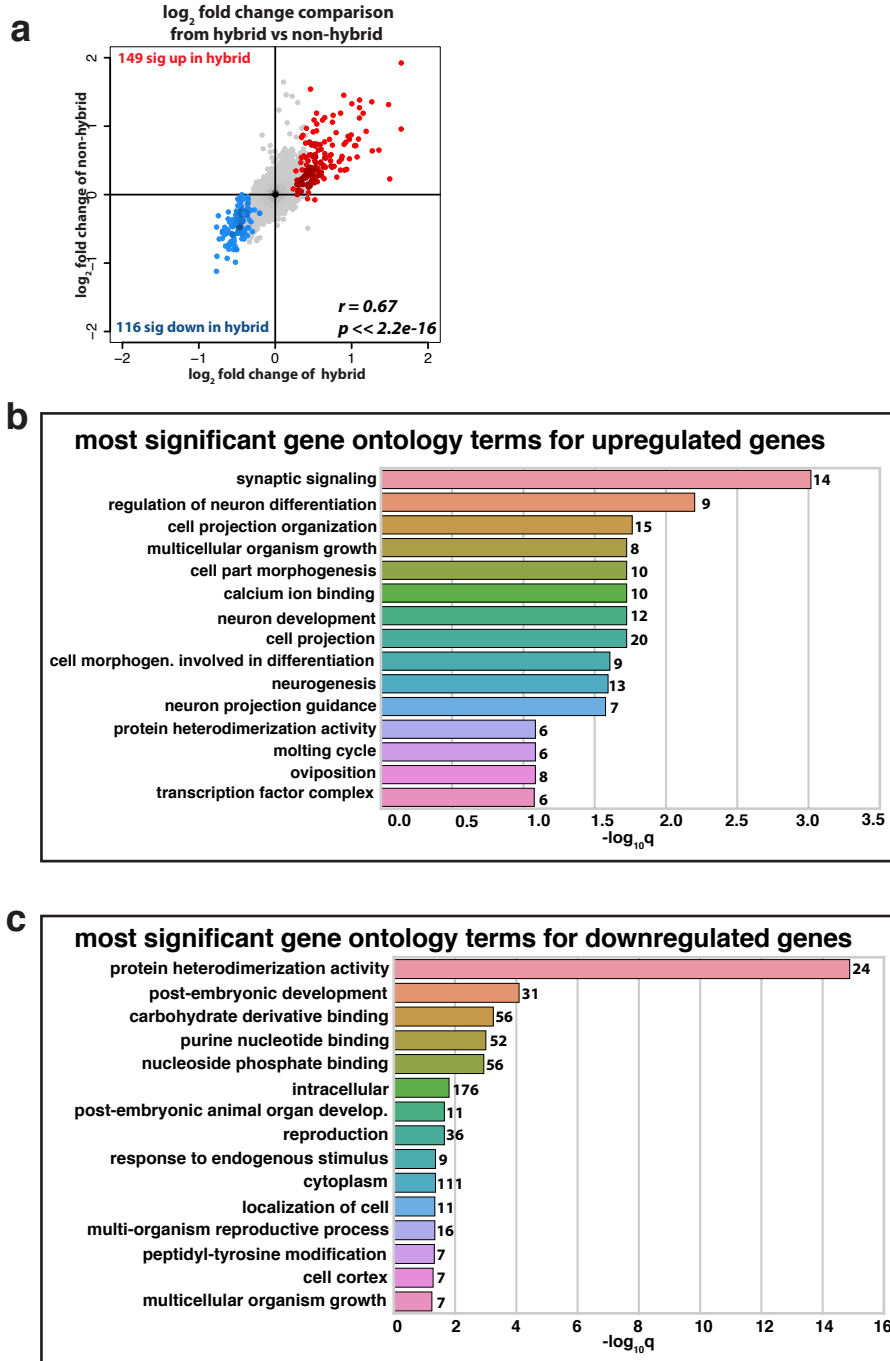

**Supplementary Figure 2** Gene ontology analysis of significantly misregulated genes when sperm chromosomes are inherited lacking H3K27me3. **a** Log<sub>2</sub> fold change comparison of *K27me3* M+P- vs *K27me3* M+P+ germline transcripts from hybrid worms (mother and father are from different wild-type isolates) versus non-hybrid worms (both parents are from the Bristol wild-type isolate). **b, c** Most significant gene ontology terms of upregulated genes (**b**) and downregulated genes (**c**) from the germlines of non-hybrid *K27me3* M+P- vs *K27me3* M+P+ worms. Numbers of genes in each category are listed to the right of the histogram bins.

## *K27me3* M+P- vs M+P+ mRNA reads in germlines

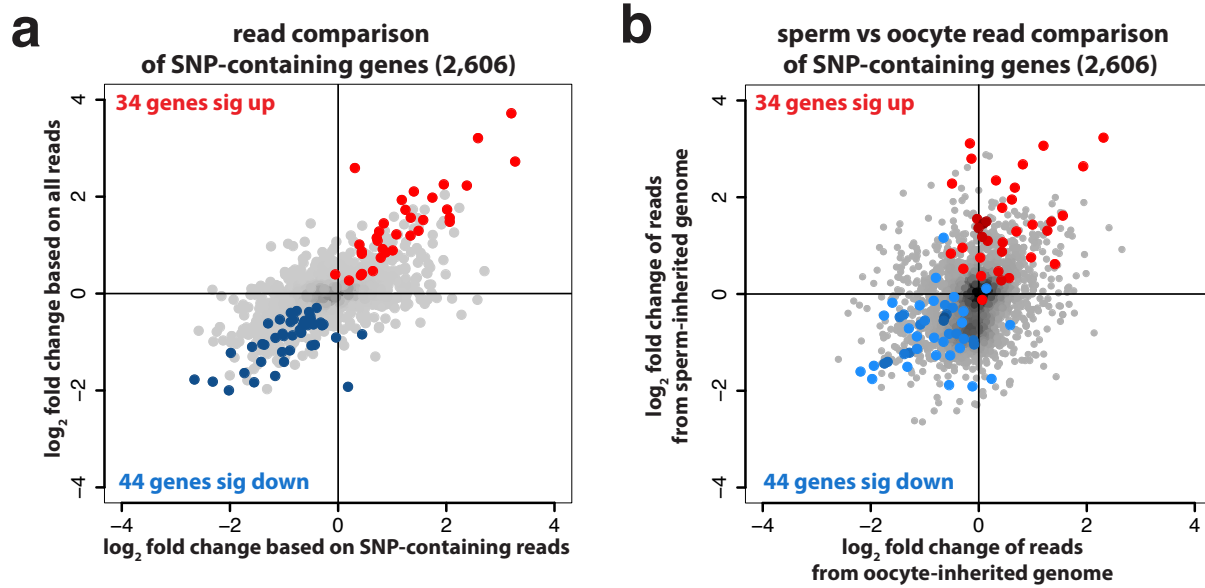

**Supplementary Figure 3** Log<sub>2</sub> fold change comparisons of SNP-containing genes. Log<sub>2</sub> fold change comparison of *K27me3* M+P- vs *K27me3* M+P+ germline transcripts for **(a)** SNP-containing reads (X-axis) vs all reads (Y-axis) and **(b)** reads that emanate from the oocyte-inherited (X-axis) vs sperm-inherited (Y-axis) genome. Genes that are significantly up- or downregulated ( $p < 0.1$ ) are highlighted in red and blue, respectively. Number of genes per category is shown in parentheses.

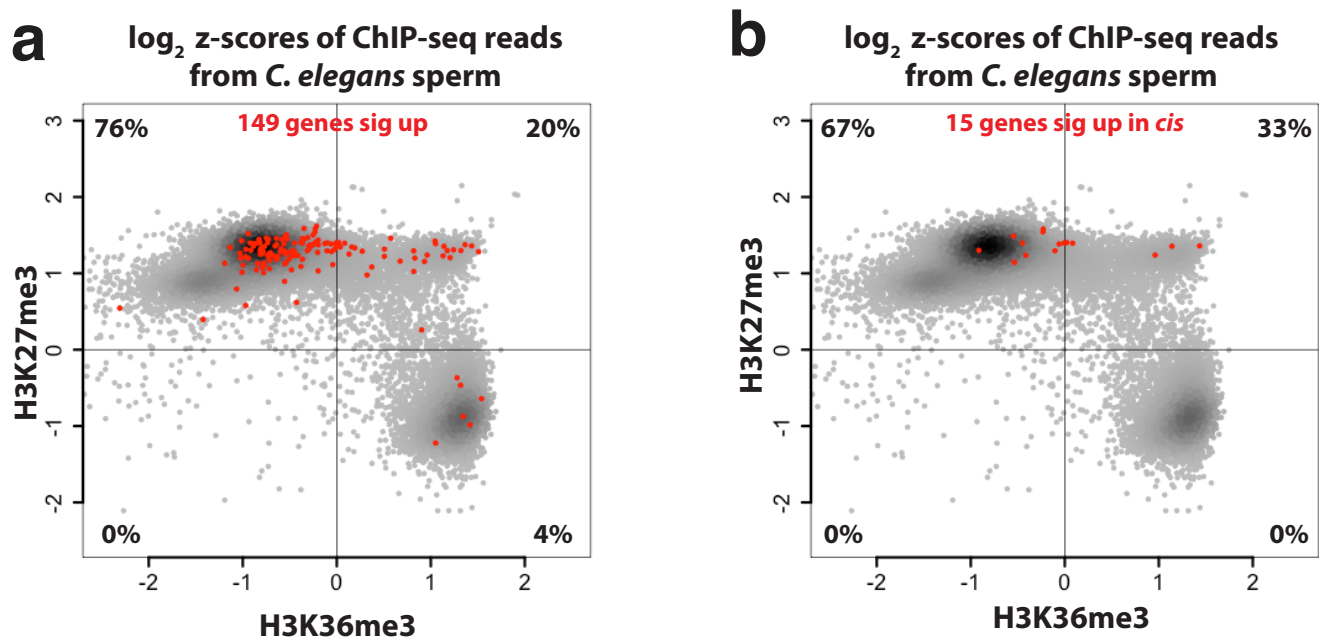

**Supplementary Figure 4** Relative H3K27me3 versus H3K36me3 enrichment of upregulated genes in wildtype sperm. **a, b** Scatterplots of genes generated from published *C. elegans* sperm ChIP-seq experiments<sup>10</sup> highlighting genes that are significantly upregulated in *K27me3 M+P-* germlines. All genes that are significantly upregulated (FDR < 0.1) (**a**) and genes that are significantly upregulated in *cis* (dark red triangles in Fig. 2c) (**b**) are highlighted in red. Percent of highlighted genes that fall within each quadrant is indicated. Axes are mean normalized gene-body ChIP-seq signals.

| <b>worms analyzed</b>              |              | <b>GFP+</b>  |
|------------------------------------|--------------|--------------|
| <b>M+P- L4</b><br>(n=146)          |              | <b>0.07%</b> |
| <b>M+P- sterile</b><br>(n=267/894) | <b>Day 1</b> | <b>16%</b>   |
|                                    | <b>Day 2</b> | <b>31%</b>   |
| <b>M+P+ sterile</b><br>(n=2/870)   | <b>Day 1</b> | <b>0%</b>    |
|                                    | <b>Day 2</b> | <b>0%</b>    |

**Supplementary Table 1** Percentage of worms expressing the neuronal marker *unc-119::gfp* in their germlines. M+P- and M+P+ indicate *K27me3* M+P- and *K27me3* M+P+ genotypes. Number of worms scored is shown in parentheses. Day 1 and Day 2 of the same genotype represent the same worms scored on day 1 and then again on day 2 of adulthood.

# Supplementary material for: Sperm-inherited H3K27me3 impacts offspring transcription and development in C. elegans
**Source:** Nat Commun. 2019 Mar 20;10:1271. doi: 10.1038/s41467-019-09141-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Table of SNP-containing genes used to assess oocyte or sperm allele specific changes in transcript reads from significantly misregulated genes (34 upregulated and 44 downregulated)

# Supplementary material for: Sperm-inherited H3K27me3 impacts offspring transcription and development in C. elegans
**Source:** Nat Commun. 2019 Mar 20;10:1271. doi: 10.1038/s41467-019-09141-w
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

*Our web collection on [statistics for biologists](#) may be useful.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software used

Data analysis

R version 3.5.1, DESeq2 version 1.22.1.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The datasets generated in this study are available at the Gene Expression Omnibus (GEO) repository, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123415>.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 4 biological replicates of next-generation sequencing experiments (RNA-seq) were performed. This sample size was based on experience and the standards in the field.                                                                                             |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                           |
| Replication     | Principal component analysis (PCA) of all replicates and genotypes showed appropriate clustering of samples. The results of sequencing and sterility analysis of hybrid worms were comparable to non-hybrid worms for each genotype analyzed.                    |
| Randomization   | Experimental groups were defined by genotype.                                                                                                                                                                                                                    |
| Blinding        | Blinding was not performed for sterility analysis as the phenotypes scored were obvious and experimenter influence is therefore negligible. Blinding was not performed for sequencing analysis as all samples were handled, processed, and analyzed identically. |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Unique biological materials |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Unique biological materials

Policy information about [availability of materials](#)

Obtaining unique materials All materials, antibodies, and worm strains are available from the authors or from standard commercial and community sources.

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Kimura mouse anti-H3K27me3 MAb (MAb 1E7 clone CMA323, Wako cat# 309-95259), rabbit anti-H3K27me3 MAb (C36B11 Cell Signaling MAb#9733 lot#C36B11), mouse anti-GFP MABs (Roche cat#11 814 460 001 lot#14158300), rabbit anti-UNC-64 serum, rabbit anti-PGL-1 serum, guinea pig anti-HTP-3 serum, Alexa Fluor: 488 goat anti-mouse (Life cat#A11001), 488 goat anti-rabbit (Molecular Probes cat#A-11008), 594 anti rabbit (Life cat#A11012), 594 goat anti-guinea pig (Molecular Probes cat#A11076)                                                                                                                                                                                                                                                                                                                                    |
| Validation      | Kimura mouse anti-H3K27me3 MAb (Egelhofer, T. A. et al. An assessment of histone-modification antibody quality. Nat. Struct. Mol. Biol. 18, 91–94 (2011)). In the Strome lab, staining is below detection in mes mutants that are incapable of generating H3K37me3.<br><br>Rabbit anti-H3K27me3 MAb (from manufacturer's website: Tri-Methyl-Histone H3 (Lys27) (C36B11) Rabbit MAb detects endogenous levels of histone H3 only when tri-methylated on Lys27. The antibody does not cross-react with non-methylated, mono-methylated or di-methylated Lys27. In addition, the antibody does not cross-react with mono-methylated, di-methylated or tri-methylated histone H3 at Lys4, Lys9, Lys36 or Histone H4 at Lys20.) In the Strome lab, staining is below detection in mes mutants that are incapable of generating H3K37me3. |

Mouse anti-GFP MABs (manufacture's notes: Anti-GFP is a mixture of two high-affinity mouse monoclonal antibodies that were selected for their excellent performance in detection of GFP and a GFP fusion protein.) In the Strome lab, staining of GFP-tagged proteins with this antibody coincides with antibody staining of untagged endogenous proteins.

Rabbit anti-UNC-64 serum (Saifee, O., Wei, L. & Nonet, M. L. The *Caenorhabditis elegans* unc-64 locus encodes a syntaxin that interacts genetically with synaptobrevin. *Mol. Biol. Cell* 9, 1235–52 (1998))

Rabbit anti-PGL-1 serum (Kawasaki, I. et al. PGL-1, a predicted RNA-binding component of germ granules, is essential for fertility in *C. elegans*. *Cell* 94, 635–645 (1998))

Guinea pig anti-HTP-3 serum (MacQueen, A. J. et al. Chromosome sites play dual roles to establish homologous synapsis during meiosis in *C. elegans*. *Cell* 123, 1037–1050 (2005))

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

*C. elegans* hermaphrodites and males at all stages (as indicated in the manuscript) were used in this study.

Wild animals

The study did not involve wild animals.

Field-collected samples

The study did not involve samples collected from the field.

How the deposited data were processed for this re-analysis (not part of the article)

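The data are RNA sequencing libraries of germlines dissected from day 1 adult hybrid hermaphrodites with a Hawaii mother and a Bristol father, 4 libraries each from *K27me3 M+P−*, *K27me3 M+P+* and "wild-type" hybrid worms. Samples were assigned to groups and replicates from their labels and the paper's methods, and all 12 libraries could be assigned. The methods describe dissected germlines, whereas the sample labels describe gonad arms severed at the bend, where late pachytene ends, so the share of oocytes in the libraries is uncertain.

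The authors made the deposited counts from paired-end 100 bp reads. For the counts of all reads, one mate of each pair was mapped with TopHat2 to transcriptome version WS220, uniquely mapped reads were kept, ribosomal RNA reads were removed and HTSeq counted the rest per gene. For the counts of SNP-overlapping reads, the authors mapped each mate to the Bristol genome, version WS220, with 0 and with 1 mismatch allowed, and kept reads at annotated exonic SNPs of the Hawaii strain CB4856. These deposited counts are whole numbers per gene, without normalization, and libraries were not pooled. The authors' deposited tables of 2 comparisons, *K27me3 M+P−* against *K27me3 M+P+* and against "wild-type" hybrid, hold for 20279 entries the log2 fold change and the adjusted p-value from DESeq2. They were used for the overlap of calls, the correlation of log2 fold changes, counts of X-linked genes, as the denominator for the share of genes in Supplementary Data 1, and for an added restriction of the genes tested. Versions of TopHat2 and HTSeq are not given in the paper's text.

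Each count table lists 45461 features. Reads that the counting assigned to no feature or to several made up between 14.2% and 19.3% of the counted reads of a library and stayed out of library sizes and tests. The 10 highest genes took between 5.58% and 6.92% of the gene reads. Names and chromosomes came from the annotation of assembly WBcel235, in which 97.0% of the features, with 99.4% of the reads, had a gene. Since the counts used WS220, no coordinates are given. Genes that overlap another gene or have near-identical copies, such as histone genes, could have lost or shared reads in the counting and are uncertain in that respect.

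Libraries held between 2437243 and 17890794 gene reads. A level of 3 counts, the limit that a count of 0 allows, corresponds to between 0.168 and 1.23 CPM. This limit and all floors cover counting error only, since reads without molecular identifiers are not independent molecules. A fold change against a group in which every library was at or below 3 counts is given as a bound. On the allele scale, 3 reads correspond to a normalized level between 0.909 and 6.68, so allele-specific values of single genes are imprecise.

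Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest on the counts, TMM normalization, filterByExpr, Benjamini-Hochberg adjustment). Each fit held only the libraries of the groups compared. Results were called at an adjusted p of 0.1 for *K27me3 M+P−* against *M+P+* and for *K27me3 M+P+* against "wild-type" hybrid, and of 0.05 for *K27me3 M+P−* against "wild-type" hybrid. DESeq2 1.42.0 was run as an alternative. CPM values are the counts of a gene per 1000000 gene reads of a library. Gene lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1. The lists are intestine, muscle, hypodermis, gonadal sheath, sperm, oocyte, neuron, synaptic, neuronal transcription factor and germline genes and the gene families *his*, *flp* and *nlp*, *rpl* and *rps*, *col* and *ceh*, taken by name. No *msp* gene passed the filter, so that family was not tested. Permutation tests and the allele analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures matplotlib 3.10.9.

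For the allele analysis, both mates were summed. Sperm-allele reads mapped with 0 mismatches, and oocyte-allele reads were those with 1 mismatch allowed minus those with 0, with 33 negative values over all genes and libraries set to 0. Reads were divided by the gene reads of the library and multiplied by 5423178. This is the median factor between these values and the averages of Supplementary Data 1, so it gives their scale and not each value. A pseudocount of 0.5 was added to averages over replicates. Tests over genes used sign flips (100000), tests over libraries were exact permutation tests, and the interaction of allele and group was fitted in edgeR with library as a block and offsets from the gene reads of each library.

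The main tests, the marker lists, the alternatives listed below and the rule for genes to be named were chosen before the data were examined. Genes are named where the paper names them for a transcript, a germline or neuronal role or the crosses, where they are among the 5 largest increases or 5 largest decreases of *K27me3 M+P−* against *M+P+* with an adjusted p below 0.1 and no overlap between the groups' libraries, or where they are among the 5 genes upregulated in *cis* with the largest difference between alleles. Outside this rule, *tank-1*, *dnbp-1*, Y105C5B.20, *vab-10*, *pitp-1* and *mex-6* were named after their values were seen. Alternatives covered the test, the normalization, the filter, the libraries in the fit, the replicate number, the threshold, the read mates, the pseudocount and leaving out each library. Restricting the test to genes of the authors' tables, DESeq2 size factors for allele reads and the pooling of allele reads over genes were added after the data had been seen.

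The groups share replicate numbers 1 to 4. The correlation of deviations from the group mean across genes, between libraries of the same number, was 0.48, 0.21, 0.21 and 0.25 for *K27me3 M+P−* and "wild-type" hybrid, above 0.1 for every number, and these libraries were treated as paired in an alternative fit. This pairing comes from the values alone, since the paper's text does not describe a shared batch.

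The tests were checked on simulated counts with the means and library sizes of the real libraries and a change of log2 2.0 in the changed genes. Genes were drawn independently, and libraries had no deviations shared by many genes. For the interaction test, alleles were also drawn independently, with an assumed dispersion common to all genes. The results hold under these settings only. The shares called do not apply to smaller changes. Of 198 changed genes among 7193 tested, edgeR called 195 (98.5%), together with 19 unchanged genes, and with the replicate number as a block 194 (98.0%), together with 17. The interaction test called 176 of 199 changed genes (88.4%) among 2654 tested, together with 24 unchanged genes. Camera called 0 of 20 random lists among 7257 genes. Since the simulated genes were independent, this cannot show how camera treats genes that vary together.

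Imaging, sterility counts, published ChIP data, non-hybrid germlines and pure Bristol and Hawaii libraries were not analysed here. The tissue enrichment tool was replaced by the gene lists.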

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

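The tests of explanations in this part were all chosen after the results they bear on had been seen.

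Read depth differed within groups. Replicate 1 held 13404182 gene reads in *K27me3 M+P−* germlines, where the other libraries held 2437243 to 4257009, and 17890794 in *K27me3 M+P+* germlines, where the others held 4623262 to 5720081. Both lay beyond Dixon's critical value for a library far from the rest of its group. Replicate 1 was also the deepest "wild-type" hybrid library, with 11643121 reads, but within that limit. Over 39 such checks of groups of libraries, 8 went beyond the limit, against 1.95 expected by chance, and checks on the same libraries are not independent. The design gives no biological explanation for a difference in depth, and none was tested.

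Among *K27me3 M+P−* libraries, the log2 ratio of summed sperm-allele to oocyte-allele reads was highest in replicate 1 on chromosome I (0.215, the others 0.105 to 0.112), II (0.33, the others 0.17 to 0.19) and V (0.37, the others 0.21 to 0.23), and on the X chromosome it was lowest in replicate 2 (0.055, the others 0.44 to 0.45). Replicate 1 of "wild-type" hybrid was likewise the highest of its group on chromosomes I (0.17), II (0.24) and V (0.26), within the limit. No technical or biological explanation was tested for these ratios.

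In *K27me3 M+P+* replicate 2 the alleles were unlike those of the other *K27me3 M+P+* libraries. The log2 ratio of summed sperm-allele to oocyte-allele reads over the 34 upregulated genes was 0.044, against 0.57 to 0.62 in the others, and over the X chromosome 1.10, against 0.031 to 0.16. Relative to the mean of the other *K27me3 M+P+* libraries, over 2125 genes with enough allele reads, the median ratio moved by −0.73 on chromosome V and by 0.98 on X. The tables argue against 3 technical explanations. A bias of the whole library toward one allele would move all chromosomes the same way, but the chromosome medians spanned 1.71, against at most 0.57 in any other library. Counting noise would leave neighbouring genes unrelated, but their shifts correlated with r = 0.31 across 2119 pairs of neighbours (permutation p = 0.0010, the smallest that 1000 permutations can give), against at most 0.067 in the other libraries. A gained or lost copy of chromosome V would change its share of all gene reads, which was 13.25%, within the 13.19% to 13.57% of the other *K27me3 M+P+* libraries. It stays open whether some of the animals were not first-generation hybrids. That may leave stretches of a chromosome with another mix of alleles, and neighbouring genes still moved together after the mean of each chromosome was removed (r = 0.068, permutation p = 0.0020, against at most 0.034 in the other libraries). In windows of 40 genes the shift reached 1.39, against at most 0.57 in any other library. The design gives no biological explanation, and none was tested. Without this library the median sperm minus oocyte log2 fold change of the 34 upregulated genes was 0.99, against 1.15 with it, and the number of genes called in the interaction test stayed at 5, while the number of genes higher in *K27me3 M+P−* than in *K27me3 M+P+* rose from 88 to 128 and that of lower genes fell from 49 to 27.

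The paper's text does not discuss the X chromosome, which held most of the genes that were lower in *K27me3 M+P−* germlines. Of the genes lower than in *K27me3 M+P+*, 39 of 49 were X-linked, and of those lower than in "wild-type" hybrid, 166 of 221. In the authors' deposited tables the counts are 92 of 116 and 240 of 342, and none of the higher genes in those tables is X-linked, as was the case here (1 and 3 X-linked genes higher at an unadjusted p below 0.05). The median log2 fold change of X-linked genes was −0.47 against *K27me3 M+P+* and −0.66 against "wild-type" hybrid, with autosomal medians of 0.016 and 0.022. It was −0.20 for *K27me3 M+P+* against "wild-type" hybrid, where 4 of 12 lower genes were X-linked (two-sided Fisher's exact test, p = 0.0204). Per library, the median level of X-linked genes, on the log2 scale and relative to all 12 libraries, was −0.37 ± 0.27 (SD, n = 4) in *K27me3 M+P−*, 0.12 ± 0.30 (SD, n = 4) in *K27me3 M+P+* and 0.32 ± 0.18 (SD, n = 4) in "wild-type" hybrid germlines. By exact permutation tests, *K27me3 M+P−* differed from "wild-type" hybrid (p = 0.0286, the smallest that 4 against 4 libraries allow), whereas p was 0.0857 for *K27me3 M+P−* against *K27me3 M+P+* and 0.314 for *K27me3 M+P+* against "wild-type" hybrid, with the libraries taken as unpaired.

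The tables argue against several explanations of the X-linked decrease. By grouping of libraries, 1 of 35 splits into 4 and 4, the real one, gave as many X-linked calls in one direction, in each comparison of *K27me3 M+P−*. The other splits gave 0 genes past the threshold on any chromosome, so this count says nothing on X beyond the count of all genes. Against "wild-type" hybrid, 1 of 35 splits, the real one, gave as large a median shift of X. Against *K27me3 M+P+*, 3 of 35 splits did, which leaves the grouping of libraries open as an explanation of that median. The other 2 exchange *K27me3 M+P−* replicate 1 with *K27me3 M+P+* replicate 3 or 4 and so put the deepest libraries together, with medians 0.55 and 0.58 away from 0. In the fit with the replicate number as a block, 73.2% of the lower genes were X-linked, which argues against a difference between replicate 1 and the other replicates as the whole cause. Of the 8 splits of *K27me3 M+P−* and "wild-type" hybrid that part all 4 same-numbered pairs, only the real one gave as many X-linked calls or as large an X median. Low expression of X-linked genes is not enough, since the lowest median among 10000 autosomal sets of the same expression was −0.021 against "wild-type" hybrid. Loss of the sperm-inherited X would leave the oocyte allele level, but the X-linked share of oocyte-allele reads was 0.659 percentage points lower than in "wild-type" hybrid (a difference of −0.659, exact permutation p = 0.0286), and the X-linked medians against "wild-type" hybrid were −0.57 from the sperm allele and −0.77 from the oocyte allele. Fewer oocytes in the dissected germlines may contribute. How much of the germline the libraries hold is uncertain, since the paper's methods speak of dissected germlines and the sample labels of arms severed at the bend, before oocytes mature. The 16 oocyte genes, none of them X-linked, had a median of −0.091 against *K27me3 M+P+*, and none was as low as the X-linked median (the lowest was *mex-6* at −0.21), but they are not matched in stage to the X-linked genes, so a change in the mix of germ cells cannot be told apart from lower transcription of X in the same cells. The inherited H3K27me3 state of sperm chromosomes, which the design names, stays among the open explanations as untested.

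The paper does not report *K27me3 M+P+* against "wild-type" hybrid germlines. Of 7235 genes tested, 88 were higher and 13 lower in *K27me3 M+P+* (edgeR, adjusted p below 0.1), with 398 at an unadjusted p below 0.05. The median log2 fold change was 1.94 over the higher and −0.64 over the lower genes. As many calls came from 1 of 35 splits, the real one, and from the others at most 2. The number of lower genes ranged from 3 without "wild-type" hybrid replicate 2 or *K27me3 M+P+* replicate 4 to 43 without *K27me3 M+P+* replicate 1. Of the higher genes with a chromosome, 54 of 87 lay on chromosomes I and III (62.1%, against 41.8% of the genes tested, two-sided Fisher's exact test, p = 0.000166). There were 29 among 1519 genes tested on I, 25 among 1455 on III, 18 among 1180 on IV, 7 among 1239 on II and 8 among 1063 on V. In contrast, of the genes higher in *K27me3 M+P−* than in *K27me3 M+P+* 14 of 86 lay on I and III (16.3%, against 42.2%, exact p = 4.05e-07), and of those higher in *K27me3 M+P−* than in "wild-type" hybrid 97 of 242 (40.1%, against 41.9%, exact p = 0.596). Among genes higher in *K27me3 M+P−* than in "wild-type" hybrid, the sperm allele in *K27me3 M+P+* against "wild-type" hybrid had a median log2 fold change of 1.79 on I and III and 0.38 on II, IV and V, a difference of 1.41 (permutation p = 1e-05, the smallest that 100000 permutations can give), and the oocyte allele 0.23 and 0.30 (p = 0.86, permutation test). Part of these genes are also called in *K27me3 M+P+* against "wild-type" hybrid, 42 of the 97 on I and III and 27 of the 145 on II, IV and V.

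These genes in *K27me3 M+P+* argue against an effect of the *mes-3*/+ genotype on both alleles alike. Over the 35 higher genes with at least 40 allele reads, the median sperm to oocyte log2 ratio was 1.48 ± 0.23 (SD, n = 4) in *K27me3 M+P+*, against 0.094 ± 0.19 (SD, n = 4) in "wild-type" hybrid germlines (exact permutation test, two-sided, p = 0.0286), and 32 of the 35 rose more from the sperm allele. Variants close to the *mes-3* mutation on chromosome I leave out the 25 higher genes on chromosome III. For those on chromosome I this cannot be told apart, since the higher genes lay closer to *mes-3* than other tested genes (median distance 235 against 380 genes, one-sided permutation p = 0.0142). The fathers of *K27me3 M+P+* worms carried *mes-3* over the balancer *hT2-GFP* of chromosomes I and III, so a candidate explanation is a state or variant that sperm-inherited chromosomes I and III carried into *K27me3 M+P+* worms, which was tested on genes that are higher in *K27me3 M+P−* than in "wild-type" hybrid and not called in *K27me3 M+P+* against "wild-type" hybrid. Over 16 such genes on I and III and 46 on II, IV and V with at least 40 allele reads, the sperm allele in *K27me3 M+P+* against "wild-type" hybrid had medians of 1.26 and 0.24, a difference of 1.02 (permutation p = 0.00035) that ranged from 0.89 to 1.14 when each library was left out, and the oocyte allele medians of 0.0011 and 0.16 (permutation p = 0.522). This explanation leaves out the 33 higher genes on II, IV and V. The fathers of both K27me3 groups also carried *him-8*, on chromosome IV, but the tables argue against variants close to it as the cause for most of the 18 higher genes there. The nearest of them was 92 genes away, 1 of the 18 (5.56%, with an exact binomial upper limit of 27.3% at 95% confidence) lay among the 295 of 1180 tested genes nearest to *him-8*, and their median distance was 274 genes, against 295 over all tested genes of IV (one-sided permutation p = 0.371). Strain variants on I and III cannot be told apart from a chromatin state. Over the 25 genes on I and III that are higher in *K27me3 M+P+* than in "wild-type" hybrid and have at least 40 allele reads, the sperm allele was raised in *K27me3 M+P−* against "wild-type" hybrid as well (median 1.96, 24 of the 25 above 0), which shared variants and a loss of H3K27me3 both predict, and both comparisons share the "wild-type" hybrid libraries.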

How the results depend on the processing

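Results were recomputed under each alternative, changing 1 choice at a time. For counts past a threshold, a change of more than 1.5 times is named below. Where no reason is given, the cause was not tested.

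Of the alternatives for *K27me3 M+P−* against *K27me3 M+P+* (88 higher, 49 lower), DESeq2's size factors in edgeR and the robust option kept both counts within 1 of these numbers. Scaling by total counts alone gave 77 and 32, all among the 88 and 49. Without the filter, 18732 genes were tested and the counts were 268 and 163, with 86 of the 88 and all 49 among them. With at least 10 counts in every library, 6258 genes were tested and the counts were 38 and 31, and this filter also removes genes with few reads in one group. A fit of all 12 libraries gave 105 and 83, DESeq2, which tested 10007 genes, 166 and 113, and an adjusted p below 0.05 gave 70 and 20. Deviations from the group means correlated with r = 0.67, 0.09, 0.12 and 0.27 for numbers 1 to 4, not above 0.1 for every number, so these libraries were not treated as pairs, although the data do not exclude a shared batch. The median level of X-linked genes was lower in *K27me3 M+P−* in all 4 pairs of libraries with the same number. With the replicate number as a block the counts were 230 and 251. A term for replicate 1 alone gave 171 and 209. Both fits, and DESeq2, contain all 88 and 49. When each library was left out, the higher genes ranged from 51 (without *K27me3 M+P−* replicate 2) to 128 (without *K27me3 M+P+* replicate 2) and the lower genes from 10 (without *K27me3 M+P−* replicate 3) to 103 (without *K27me3 M+P−* replicate 1).

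For *K27me3 M+P−* against "wild-type" hybrid (248 higher, 222 lower), no filter gave 548 and 395, at least 10 counts in every library 93 and 134, with 6141 genes tested, and DESeq2 374 and 316. The fits that each left out one library gave 201 to 280 higher genes and from 127 (without *K27me3 M+P−* replicate 3) to 400 (without *K27me3 M+P−* replicate 1) lower genes. All other alternatives stayed within 1.5 times. With the replicate number as a block, the counts were 279 and 328, and the block changed no other call or count of this comparison by more than 1.5 times except the number of gene lists, which rose from 1 to 2.

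For *K27me3 M+P+* against "wild-type" hybrid (88 higher, 13 lower), total counts alone gave 87 and 7, no filter 184 and 66, at least 10 counts in every library 39 and 5, with 6420 genes tested, and an adjusted p below 0.05 gave 81 and 5. Same-numbered libraries correlated with r = 0.49, 0.08, 0.07 and 0.32, so they were not treated as pairs. The block gave 105 and 26, and the term for replicate 1 gave 97 and 21. The fits that each left out one library gave 78 to 101 higher genes and from 3 (without "wild-type" hybrid replicate 2 or *K27me3 M+P+* replicate 4) to 43 (without *K27me3 M+P+* replicate 1) lower genes. The share of higher genes among all called genes was 64.2%, 52.8% and 87.1% in the 3 comparisons, and the alternatives of scaling moved it by fewer than 10 percentage points.

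The X-linked share of the lower genes stayed past its threshold with DESeq2, with at least 10 counts and with the replicate block, from 73.2% to 80.7% against *K27me3 M+P+* and from 71.4% to 72.0% for *K27me3 M+P−* against "wild-type" hybrid. For *K27me3 M+P+* against "wild-type" hybrid it was 33.3% to 50.0%. None of the higher genes was X-linked under these settings, 0% with at least 10 counts in every library, where the smaller number of genes left exact p-values of 0.171 for *K27me3 M+P−* against *K27me3 M+P+* and 0.0708 for *K27me3 M+P+* against "wild-type" hybrid.

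For the gene lists, the number past an adjusted p of 0.05 in *K27me3 M+P−* against *K27me3 M+P+* was 3 with camera, 0 with fry (with 4 lists at an unadjusted p below 0.05) and 2 with the block, under which the muscle list had an adjusted p of 0.0821, the oocyte list of 0.0402 and the histone list of 0.0367, and from 1 (without *K27me3 M+P−* replicate 1, *K27me3 M+P−* replicate 4 or *K27me3 M+P+* replicate 1) to 5 (without *K27me3 M+P−* replicate 2) when each library was left out. Against "wild-type" hybrid it was 1, 3 with total counts alone, and from 1 to 7 (without *K27me3 M+P−* replicate 2) when each library was left out. With total counts alone the median of the germline list became −0.0033, that of the neuron list −0.0082 and that of the neuronal transcription factor list −0.0051, and with the block that of the sheath list against "wild-type" hybrid became −0.0008. The fits that each left out one library gave medians of the germline list from −0.038 to 0.044, the neuron list from −0.036 to 0.39, the neuronal transcription factor list from −0.19 to 0.14 and *rpl* and *rps* from −0.040 to 0.069 against *K27me3 M+P+*. Against "wild-type" hybrid they gave *col* from −0.32 to 0.87, *flp* and *nlp* from −0.18 to 0.065, hypodermis from −0.26 to 0.91, intestine from −0.32 to 1.24, muscle from −0.036 to 0.55 and sheath from −0.037 to 0.056, and *K27me3 M+P−* replicate 4 alone turned the signs of *col*, hypodermis, intestine and muscle. Over all lists and alternatives, 261 medians kept their direction and side of the threshold, 28 reversed, 26 passed the threshold only under the alternative and 15 only in the fit reported.

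For the genes named in the text, *nsy-7* changed sign with total counts alone (−0.0051). When each library was left out, the log2 fold changes ranged from −0.33 to 0.55 for *unc-119*, −0.036 to 0.15 for *htp-3*, −0.13 to 0.0030 for *him-8*, −0.19 to 0.47 for *nsy-7*, −0.019 to 0.071 for *mes-3*, −0.14 to 0.017 for *pgl-1* and −0.12 to 0.021 for *mes-6*. None of these genes passed a threshold in any alternative. The alternatives were run for 22 genes, those named here from the paper that passed the filter and those with the largest increases and decreases. Over these 22 genes, 231 values kept their direction and side of the threshold and 17 reversed. Another 16 fell short of the threshold, all 16 when a library was left out. Genes named for their allele results, *pitp-1* and *mex-6* were not part of this count.

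Of the allele results, those of the 34 upregulated genes kept their direction and side of the threshold under every alternative that can give a p at that threshold. The sperm minus oocyte difference was 1.15, from 0.98 with the second mate alone to 1.39 with the first, the number of genes upregulated in *cis* 16, from 12 to 21, and the difference between *K27me3 M+P−* and *K27me3 M+P+* libraries 1.52, from 1.32 with reads summed over genes to 1.68 with a pseudocount of 0.1. With the replicate number as a block, the smallest p that 4 pairs allow is 0.125. The 44 downregulated genes had a difference of 0.16, which was −0.084 with the second mate alone and ranged from −0.050 (without *K27me3 M+P+* replicate 4) to 0.24 (without *K27me3 M+P+* replicate 2, permutation p = 0.00714) when each library was left out. Without *K27me3 M+P−* replicate 2 it was 0.21 (permutation p = 0.0370). The corresponding library difference of −0.19 ranged from −0.33 to 0.022, positive only without *K27me3 M+P+* replicate 2. The interaction test called 5 genes with a larger sperm-allele increase, 2 with the second mate alone, and from 2 (without *K27me3 M+P−* replicate 1) to 6 when each library was left out, and 0 with a larger oocyte-allele increase in all alternatives (24 at an unadjusted p below 0.05). The correlation of SNP-overlapping and all-read log2 fold changes was 0.687. It was 0.768 in genes with at least 40 such reads and 0.523 when those of the counted mate were subtracted from all reads, which removes shared reads, and it ranged from 0.659 to 0.690 when each library was left out.

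Depth limits the allele results of single genes. The 34 upregulated genes had a median of 165.5 allele reads over 8 libraries, and genes with few such reads give no fold change when a group is at the floor of 3 counts. Of the alternatives added after the data had been seen, restricting the tests to genes of the authors' tables gave 91 higher and 50 lower genes in *K27me3 M+P−* against *K27me3 M+P+*, 245 and 232 in *K27me3 M+P−* against "wild-type" hybrid and 91 and 14 in *K27me3 M+P+* against "wild-type" hybrid, and DESeq2 size factors for allele reads gave 1.15 for the difference of the 34 genes.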

Differences from the paper's values

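The number of genes higher in *K27me3 M+P−* than in *K27me3 M+P+* germlines was 88 against the paper's 149, at the paper's threshold. Of 18 alternatives set before the data were examined, 6 gave a count within 1.5 times of the paper's: all 12 libraries in one fit (105), a term for replicate 1 (171), DESeq2 (166), and leaving out *K27me3 M+P+* replicate 1 (103), *K27me3 M+P+* replicate 2 (128) or *K27me3 M+P−* replicate 1 (124). The other 12 did not: DESeq2's size factors in edgeR (88), total counts alone (77), no filter (268), at least 10 counts in every library (38), the replicate block (230), the robust option (89), an adjusted p below 0.05 (70) and leaving out any of the other 5 libraries (51 to 73).

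The number of lower genes in the same comparison was 49 against the paper's 116. Of the 18 alternatives, 4 gave a count within 1.5 times of the paper's: no filter (163), all 12 libraries in one fit (83), DESeq2 (113) and leaving out *K27me3 M+P−* replicate 1 (103). The other 14 did not, with counts of 32 for total counts alone, 31 for at least 10 counts in every library, 50 for DESeq2's size factors in edgeR, 49 for the robust option, 251 for the replicate block, 209 for the term for replicate 1, 20 for an adjusted p below 0.05 and 10 to 37 for leaving out any of the other 7 libraries. In *K27me3 M+P−* against "wild-type" hybrid germlines, 222 genes were lower against the paper's 342. Of the 18 alternatives, 9 gave a count within 1.5 times of the paper's: DESeq2's size factors in edgeR (238), no filter (395), all 12 libraries (252), the replicate block (328), the term for replicate 1 (302), the robust option (252), DESeq2 (316), an adjusted p below 0.1 (328) and leaving out *K27me3 M+P−* replicate 1 (400). The other 9 did not, with 182 for total counts alone, 134 for at least 10 counts in every library and 127 to 224 for leaving out any of the other 7 libraries.

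The paper gives 23% as the share of misexpressed genes with allele reads, and 56.9% of the 137 genes called here met the condition applied. The 34 and 44 genes of Supplementary Data 1 are 29.4% of the 265 genes in the authors' deposited table, and the 34 upregulated genes alone are 22.8% of its 149 higher genes, a share chosen after the values were seen that reaches the paper's. The paper gives 2606 transcripts with allele reads in *K27me3 M+P−* or *K27me3 M+P+*, and 4342 genes met the condition on levels here. No alternative was set for these counts before the data were examined.

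The median sperm minus oocyte log2 fold change of the 34 upregulated genes was 1.15, against 0.87 computed from the paper's Supplementary Data 1. Of 15 alternatives set before the data were examined, 3 differed by less than the larger error: the second mate alone (0.98), the genes called in the edgeR fit in place of the 34 (1.05) and leaving out *K27me3 M+P+* replicate 2 (0.99). The other 12, from 1.09 to 1.39, did not. Over the 22 upregulated genes outside the last 18 genes of the paper's table, a restriction chosen after the values were seen, the median was 1.05 here against 1.03 in the paper's table.

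For *vab-7*, the paper describes a gene that is off in wild type and upregulated in *K27me3 M+P−* germlines. The count tables list 4, 5, 0 and 0 reads in *K27me3 M+P−*, 9, 0, 0 and 0 in *K27me3 M+P+* and 0 in "wild-type" hybrid libraries, which is too few for the test. The paper describes *nsy-7* and *die-1* as highly expressed. Here *nsy-7* had 3.35 CPM and *die-1* 39.01 CPM in *K27me3 M+P−* germlines. The paper reports that the upregulated genes are enriched for genes of neuronal development. The methods name the hybrid *K27me3 M+P−* and "wild-type" hybrid germlines for the enrichment, whereas the legend of Supplementary Fig. 2 names non-hybrid germlines, which were not analysed here. With the lists used here on hybrid germlines, the neuron, synaptic and neuronal transcription factor lists did not pass the threshold by camera in either comparison with all 8 libraries, TMM normalization and no block. For *K27me3 M+P−* against "wild-type" hybrid the synaptic list passed with fry (adjusted p = 0.0170), with the block (0.0491), with total counts alone (0.0447) and without *K27me3 M+P−* replicate 2 (0.0215), *K27me3 M+P−* replicate 4 (0.0370), "wild-type" hybrid replicate 2 (0.0285) or "wild-type" hybrid replicate 3 (0.0442), and the neuron list without "wild-type" hybrid replicate 3 (0.0442). For *K27me3 M+P−* against *K27me3 M+P+* the neuron list passed without *K27me3 M+P+* replicate 2 (adjusted p = 0.0390). For *pitp-1* (M01F1.7), Supplementary Data 1 gives an increase in *K27me3 M+P−* from all reads, but log2 fold changes of −1.75 from the sperm and 0.24 from the oocyte allele. Here its log2 fold change against *K27me3 M+P+* was −1.10 (adjusted p = 0.0754, edgeR). It is 1 of the 49 lower genes, all of which were also lower in the authors' deposited table. The authors' own files thus differ on this gene, which was counted here among the 44 downregulated genes.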

Other observations

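The tests of explanations in this part were all chosen after the results they bear on had been seen.

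The calls of *K27me3 M+P−* against *K27me3 M+P+* and against "wild-type" hybrid were larger than those of other groupings of the libraries. In each comparison 1 of 35 splits into 4 and 4, the real one, gave as many genes, and the other splits gave 0 genes past the threshold. Of the 8 splits of *K27me3 M+P−* and "wild-type" hybrid libraries that part all 4 same-numbered pairs, 1, the real one, gave as many calls. The gene lists were not of this kind, since 22 of 35 splits for *K27me3 M+P−* against *K27me3 M+P+* and 32 of 35 for *K27me3 M+P−* against "wild-type" hybrid gave as many lists past the threshold, and all 8 paired splits did. For the interaction of allele and group, 2 of 35 splits gave as many genes, the real one with 5 and another with 6.

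The larger increase of the 34 upregulated genes from the sperm allele was tested against 2 technical explanations. A general shift toward the sperm allele in *K27me3 M+P−* would appear in other genes as well, but of 10000 random sets of other genes with as many SNP-overlapping reads, 0 reached the 1.15 of the upregulated genes, and the upper end of the central 95% of their medians was 0.30. The allele shift of *K27me3 M+P+* replicate 2 on chromosome V would vanish without that library, but the difference was 0.99. By chromosome, the median difference was −0.20 over 3 genes on I, 0.44 over 7 on II, 1.36 over 1 on III, 1.36 over 10 on IV and 1.51 over 13 on V. The inherited H3K27me3 state, which the design names, stays open as the paper's explanation and was not tested against others. Over all genes of chromosome V the median interaction was 0.23, and 0.074 without *K27me3 M+P+* replicate 2.

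The values of Supplementary Data 1 were recomputed from the counts, here scaled by DESeq2 size factors of all 12 libraries instead of by gene reads. The oocyte-allele averages of *K27me3 M+P−* matched for 78 of 78 genes, those of *K27me3 M+P+* for 61 of 78 from either allele and the sperm-allele averages of *K27me3 M+P−* for 60 of 78. A row offset between the mates is a candidate explanation for the last 18 genes of the table, since the sperm-allele averages of *K27me3 M+P−* matched for all 18 when the second mate was read 5 rows further down, and those of *K27me3 M+P+* when this was done for replicate 1, whereas any other offset up to 10 matched at most 17. In the 12 of these genes that are upregulated, the sperm minus oocyte difference was 1.36 from the counts scaled by gene reads. It was 0.76 from the paper's table.

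Gene lists given for neither comparison above did not pass the threshold in the tests with TMM normalization and all libraries. In *K27me3 M+P−* against *K27me3 M+P+* germlines the median log2 fold change was 1.18 for the 9 tested intestine genes (adjusted p = 0.564), 1.08 for the 6 hypodermis genes (0.853), 0.075 for the 5 sheath genes (0.431), 1.32 for the 1 tested sperm gene (0.137), 0.19 for the 4 *flp* and *nlp* genes (0.431), 0.032 for the 74 *rpl* and *rps* genes (0.431), 1.05 for the 27 *col* genes (0.458) and −0.19 for the 19 *ceh* genes (0.154), all by limma's camera. Single libraries moved these values. Without *K27me3 M+P−* replicate 4 the medians were 0.041 for intestine, 0.047 for hypodermis and 0.11 for *col*, whereas without *K27me3 M+P−* replicate 2 they were 1.56, 1.45 and 1.45, and intestine (adjusted p = 1.64e-05) and *col* (1.05e-05) passed the threshold. The *ceh* list passed without *K27me3 M+P+* replicate 3 (0.0419), the sperm gene without *K27me3 M+P+* replicate 2 (0.0340), and *rpl* and *rps* without *K27me3 M+P+* replicate 4 (0.0156) or *K27me3 M+P−* replicate 3 (0.0294), while their median turned to −0.040 without *K27me3 M+P+* replicate 1 and −0.033 without *K27me3 M+P−* replicate 4. Against "wild-type" hybrid the medians in the same order were 0.83 (adjusted p = 0.723), 0.48 (0.918), 0.0013 (0.692), 0.96 (0.137), 0.091 over 3 genes (0.692), 0.094 (0.0685), 0.45 (0.783) and −0.17 (0.113), and 0.42 over the 12 muscle genes (0.137). The intestine, hypodermis, *col* and muscle medians against "wild-type" hybrid turned negative without *K27me3 M+P−* replicate 4, to −0.32, −0.26, −0.32 and −0.036. Without *K27me3 M+P−* replicate 2, intestine, *col* and *rpl* and *rps* (adjusted p = 0.0215 each), muscle (0.0155) and *ceh* (0.0425) passed the threshold. The *ceh* list also passed without "wild-type" hybrid replicate 3 (0.0471), and *rpl* and *rps* without *K27me3 M+P−* replicate 3 (0.00617), "wild-type" hybrid replicate 3 (0.0442) or "wild-type" hybrid replicate 4 (0.00120), and with all libraries when these were scaled by total counts alone (0.0447). The median of *flp* and *nlp* was lowest without *K27me3 M+P−* replicate 1 (−0.18) and that of sheath without *K27me3 M+P−* replicate 3 (−0.037).

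The log2 fold changes of *K27me3 M+P−* and of *K27me3 M+P+* against "wild-type" hybrid germlines, which share the "wild-type" hybrid libraries, had a Pearson correlation of 0.723 across 7063 genes. When all 12 libraries were simulated without a change between groups and with independent genes, the mean was 0.507 over 20 draws, with a maximum of 0.541. Deviations shared by many genes of a library were left out of this simulation. Of the genes past the threshold in both, 70 were higher and 11 lower, whereas no simulated draw had such a gene.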
